# CHERP Regulates the Alternative Splicing of pre-mRNAs in the Nucleus

**DOI:** 10.3390/ijms23052555

**Published:** 2022-02-25

**Authors:** Yasutaka Yamanaka, Takaki Ishizuka, Ken-ichi Fujita, Naoko Fujiwara, Masashi Kurata, Seiji Masuda

**Keywords:** CHERP, poly(A)^+^ RNA, alternative splicing, U2 snRNP, U2 snRNP related protein, intron retention, cassette exon

## Abstract

Calcium homeostasis endoplasmic reticulum protein (CHERP) is colocalized with the inositol 1,4,5-trisphosphate receptor (IP3R) in the endoplasmic reticulum or perinuclear region, and has been involved in intracellular calcium signaling. Structurally, CHERP carries the nuclear localization signal and arginine/serine-dipeptide repeats, like domain, and interacts with the spliceosome. However, the exact function of CHERP in the nucleus remains unknown. Here, we showed that poly(A)^+^ RNAs accumulated in the nucleus of CHERP-depleted U2OS cells. Our global analysis revealed that CHERP regulated alternative mRNA splicing events by interaction with U2 small nuclear ribonucleoproteins (U2 snRNPs) and U2 snRNP-related proteins. Among the five alternative splicing patterns analyzed, intron retention was the most frequently observed event. This was in accordance with the accumulation of poly(A)^+^ RNAs in the nucleus. Furthermore, intron retention and cassette exon choices were influenced by the strength of the 5′ or 3′ splice site, the branch point site, GC content, and intron length. In addition, CHERP depletion induced anomalies in the cell cycle progression into the M phase, and abnormal cell division. These results suggested that CHERP is involved in the regulation of alternative splicing.

## 1. Introduction

Genetic information is stored in genomic DNA. In higher eukaryotes, immature pre-mRNA is transcribed from genomic DNA by RNA polymerase II and undergoes a series of processing events, including capping, splicing and polyadenylation. The cap is added at the 5′ terminus while the RNA polymerase II pauses. Then, the transcription elongation continues. Introns are sometimes removed concomitantly to elongation in order to generate spliced mRNA. The 3′ terminus becomes polyadenylated once the RNA polymerase II has reached it. Mature mRNAs translocate to the cytosol through the nuclear pore complex to be translated into proteins.

It is important to recognize exons, introns and their boundaries, which are regulated by cis-regulatory elements [1,2,3]. These elements are classified into splicing signals and splicing regulatory elements. Splicing signals, such as the 5′ splice site, the 3′ splice site, the branch point site and the polypyrimidine tract are associated with the spliceosome [4]. Splicing regulatory elements, such as the exonic splicing enhancer (ESE), the exonic splicing silencer (ESS), the intronic splicing enhancer (ISE) and the intronic splicing silencer (ISS) are associated with specific trans-acting factors, like U small nuclear ribonucleoproteins (snRNPs), serine and arginine-rich (SR) proteins and heterogeneous nuclear ribonucleoproteins (hnRNPs) [5].

Splicing requires five U small nuclear RNAs (snRNAs), U1, U2, U4, U5 and U6, and more than 240 proteins [4,6,7]. These components form several sub-complex snRNPs that regulate splicing by binding to specific pre-mRNA sites within the spliceosome. There are two types of mRNA splicing, e.g., constitutive and alternative splicing [8]. The former generates one transcript by excising the introns and combining the exons, whereas the latter generates several transcripts obtained from multiple exon combinations. Thus, alternative splicing produces a variety of mRNAs from a pre-mRNA [9]. It is regulated in tissue, cell and developmental stage-specific manners and is involved in producing the transcript variants from about 90% of human genes with multiple exons. Therefore, this system is essential in humans. The pattern of alternative splicing can be primarily categorized into five groups: cassette exon, alternative 5′ splice site, alternative 3′ splice site, mutually exclusive exons and intron retention [9]. Beside U snRNPs, numerous cis-regulatory elements and trans-acting factors regulate precisely alternative splicing [1]. For example, SR proteins and hnRNPs are implicated in alternative splicing [10,11]. SR proteins are generally thought to activate splicing by binding to ESE and ISE, whereas hnRNPs inhibit splicing by binding to ESS and ISS [2]. Other RNA binding proteins have also been shown to affect alternative splicing [2,12].

Previously, it has been reported that calcium homeostasis endoplasmic reticulum protein (CHERP) is localized in the endoplasmic reticulum and the perinuclear region, and colocalizes with the inositol 1,4,5-trisphosphate receptor (IP3R) [13]. CHERP interacts with a calcium channel of the endoplasmic reticulum, the ryanodine receptor 1 (RyR1), in the skeletal muscle [14], suggesting that it has a function in cell cycle control, cell growth and intracellular calcium signaling by regulating intracellular calcium concentrations [14]. On the other hand, CHERP harbors a nuclear localization signal and multiple structural features related to RNA processing, including an arginine/serine-dipeptide repeat (RS) domain and a glycine-rich motif (G-patch). It also interacts with the spliceosome, especially the U2 snRNP-related factor, implying that CHERP participates in the alternative splicing as an SR-like protein [15]. In addition, CHERP is associated with the apoptosis-linked gene 2 (ALG-2) in nuclear speckles in a Ca^2+^ concentration-dependent manner, and affects the alternative splicing of exon 41 and 42 of the inositol triphosphate receptor type 1 (IP_3_R1) [16]. Recently, it has been found that CHERP is involved in the regulation of splicing by interacting with RNA-binding motif protein 17 (RBM17) and the U2 snRNP-associated SURP domain-containing protein (U2SURP) [17]. However, the precise function of CHERP in the nucleus remains to be determined.

Here, we investigated the function of CHERP in the nucleus and found that CHERP depletion induced an accumulation of poly(A)^+^ RNAs in the nucleus. To evaluate the causes of this nuclear accumulation, we performed RNA sequencing (RNA-seq) analyses, which indicated that the depletion of CHERP induced a dramatic change in alternative splicing, in particular, resulting in an increased retention of introns in transcripts. The properties of the intron retention and other alternative splicing events as well as the cell fate were also analyzed.

## 2. Results

### 2.1. CHERP Is Involved in Splicing in the Nucleus

To determine CHERP localization, cellular fractionation was performed and analyzed by Western blot. CHERP was found in the nuclear fraction of U2OS cells (Figure 1a), prompting us to investigate its function in mRNA metabolism. To this aim, we used siRNAs, which induced a marked decrease of CHERP expression (Figure 1b and Figure S1a), and assessed poly(A)^+^ RNA localization (Figure 1c,d and Figure S1b). Poly(A)^+^ RNAs clearly accumulated in the nucleus after the depletion of CHERP to a similar extent as the accumulation induced by silencing the U2 auxiliary factors 65-associated protein (UAP56) or the nuclear RNA export factor 1 (NXF1), which are both involved in mRNA export. These results suggested that CHERP was involved in mRNA processing or nuclear export.

To elucidate the function of CHERP in mRNA nuclear metabolism, we identified proteins interacting with CHERP by immunoprecipitating CHERP from cells stably expressing FLAG-tagged CHERP with an anti-FLAG antibody, and analyzing the interaction partners by liquid chromatography-tandem mass spectrometry (LC-MS/MS). The experiments were performed twice (Figure S1c,d). The proteins detected are listed in Table S1. These were mostly categorized according to functions related to mRNA processing, especially to splicing (Figure 1e and Figure S1e). Among them, components of U2 snRNPs were the most frequently detected. We confirmed that the U2 auxiliary factors U2AF1 (U2AF35) and U2AF2 (U2AF65) interacted with CHERP by Western blot (Figure S1f). These results implicated that CHERP likely had a role in an early step of splicing. To evaluate the exact influence of CHERP on splicing events, transcriptome analyses of CHERP-depleted U2OS cells were performed (Figure 1f,g and Figure S1g,h). We classified the alternative splicing events into five categories using rMATS. 

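U2OS cells, a human osteosarcoma line, were transfected for 48 h with 20 nM siRNA against EGFP, a gene the cells do not carry, or with 20 nM of siRNA #2 against CHERP. The confluence at transfection is 30% in the methods and 20% in the sample records. Stranded libraries of poly(A)+ RNA were made from whole cells, with 2 biological replicates per siRNA. The authors mapped the reads to hg19 with STAR and ran rMATS, which counts for each event the reads of each library on the inclusion form and on the skipping form. The whole-cell tables hold 63977 skipped exons (SE), 13501 mutually exclusive exons (MXE), 3268 alternative 5′ splice sites (A5SS), 4916 alternative 3′ splice sites (A3SS) and 3717 retained introns (RI). Summed over these events, the reads came to 29409956 and 35661871 in the EGFP siRNA libraries and to 35664568 and 34071875 in the CHERP siRNA libraries, and a read that lies on several events is counted at each of them. The median event had a mean of 88.8 reads per library for SE and 64 for RI. The inclusion level is the share of the inclusion form after each form's reads are divided by its effective length. From the deposited reads, inclusion against skipping was tested for each event with a quasi-binomial model and Benjamini-Hochberg adjustment within the event type. The dispersion was moderated across the events of a type, and the moderation gave events of similar read number the same dispersion, so that the distance between the libraries of a single event had no weight of its own in its test. In data simulated on the whole-cell RI events with the same dispersion for all events, 62% of the introns given an altered inclusion were recovered and 2.36% of the calls were false. That dispersion was 1.6, below the median of 2.52 used for these events in the real test. The altered introns were drawn from those with a mean of at least 20 reads and an inclusion away from both extremes. The recovery may therefore be overstated. When the simulated dispersion varied between events, 9.92% of the calls were false for RI and 21.5% for SE. CHERP itself (ENSG00000085872.10) was covered by 77 to 103 reads on its splicing events in the EGFP siRNA libraries and by 3 to 10 reads in the CHERP siRNA libraries. Its abundance, summed over its events, fell by 3.46 on the log2(value + 0.01) scale (standard error 0.57, adjusted p = 0.00147 from limma with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change of CHERP stayed between -4.30 and -2.62.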

The frequency of splicing changes was measured, and an event was considered significant for false discovery rate (FDR) < 0.05. CHERP depletion elicited an alteration of all alternative splicing events, with retained introns being the most frequent.

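With an FDR under 0.05 in the quasi-binomial test, 121 of the 3717 RI events changed after CHERP depletion, which is 3.26% (95% Wilson interval 2.73 to 3.88). The share was 1.6% for MXE (216 events, interval 1.40 to 1.83), 1.14% for A3SS (56 events, interval 0.878 to 1.48), 1.13% for A5SS (37 events, interval 0.823 to 1.56) and 0.893% for SE (571 events, interval 0.823 to 0.968). The interval of RI lay above those of the other 4 types, and it covers counting error only, since events of a gene share reads. By number, SE had the most changed events. The choice of test moved these values most. In the authors' deposited table, 503 RI events (13.5%) and 4203 SE events (6.57%) had an FDR under 0.05. With limma on the log2 odds of inclusion, 0 events of any type passed, while 346 RI events and 5275 SE events had an unadjusted p under 0.05. RI had the highest share in the deposited table too, followed by A5SS at 7.56%. The paper states that retained introns were the most frequent change (Figure 1g).

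**Figure D1:**
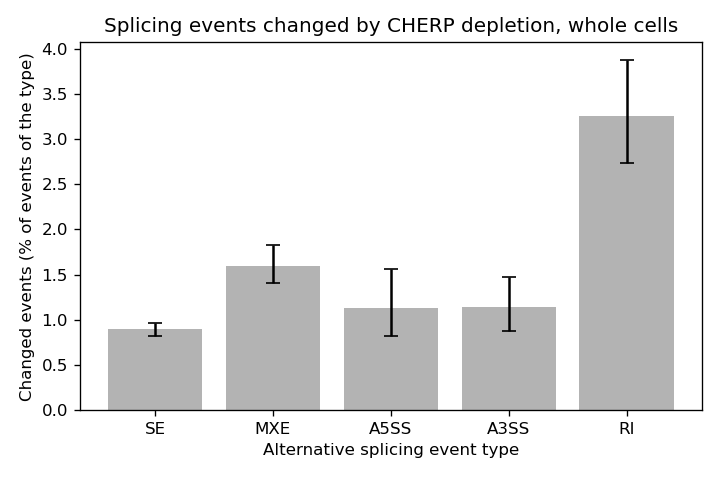
Share of whole-cell events changed by CHERP depletion (y axis, percent of the events of the type) for the 5 event types (x axis), with 95% Wilson intervals as error bars. RI stands at 3.26% and the other types between 0.893% and 1.6%.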

### 2.2. Identification and Characterization of Intron Retention after CHERP Depletion

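Of the 121 changed RI events, 51 had a higher inclusion level with CHERP siRNA than with EGFP siRNA (increased intron inclusion) and 70 a lower one (decreased intron inclusion). In the authors' deposited table the FDR was under 0.05 for 239 events with increased and 264 with decreased inclusion. The introns of the RT-PCR panels were matched by length, and 5 of the 6 had an event of that length. In CANT1, the intron on chromosome 17 from 76993727 to 76993921 (hg19), the second of 4 of CANT1-202 and in its 5′ UTR, had an inclusion level of 0.430 ± 0.0766 (SD, n = 2) with EGFP siRNA and 0.699 ± 0.0756 (SD, n = 2) with CHERP siRNA. Its FDR was 0.0310, from 99 to 147 reads per library, and it did not pass when the dispersion was taken from groups with at least 10 reads of the rarer form, an alternative chosen after seeing the data. In RSRP1, the third of 4 introns (chromosome 1, 25570125 to 25571640, coding region) rose from 0.386 ± 0.103 to 0.684 ± 0.0457, with an FDR of 1.02e-05. In SUPT7L, the 5′ UTR intron from 27884469 to 27885045 on chromosome 2 fell from 0.898 ± 0.0432 to 0.631 ± 0.0214, with an FDR of 9.46e-05. In PODXL, the fourth of 8 introns (chromosome 7, 131193788 to 131194123) went from 0.317 ± 0.164 to 0.0775 ± 0.00202, with an FDR of 0.00147. Without the second EGFP siRNA library the PODXL difference was -0.124 instead of -0.239. In DVL3, the intron from 183882720 to 183882900 on chromosome 3 went from 0.326 ± 0.104 to 0.111 ± 0.0218, with an FDR of 0.0509 in the quasi-binomial test and 0.000777 in the authors' deposited table. It passed when a mean of at least 10 reads (FDR 0.0437) or 50 reads (FDR 0.0250) was required of the events tested. Without the second EGFP siRNA library its difference was -0.142 instead of -0.215. The only RI event of RPGR, chosen after its values were seen because no event had the length in Figure 3h, lies on chromosome X from 38146499 to 38147113. It rose from 0.0398 ± 0.00773 to 0.296 ± 0.139, with an FDR of 1.86e-05, and the rise was 0.158 with 1 CHERP siRNA library left out and 0.354 with the other left out. Among events with a mean of at least 20 reads and no overlap between libraries, the largest increases were in NCKAP5L (0.669, from 13 to 37 reads per library), TPTEP1 (0.498) and RPL3 (0.474), and the largest decreases in ADAM32 (-0.520) and CAPRIN2 (-0.407). The NCKAP5L and ADAM32 events did not pass with the dispersion from the rarer form. The TPTEP1 and RPL3 introns match no annotated intron exactly, and reads of TPTEP1, a pseudogene of the TPTE family, and of RPL3, which has processed pseudogenes, can be split between copies by the mapping.

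**Figure D2:**
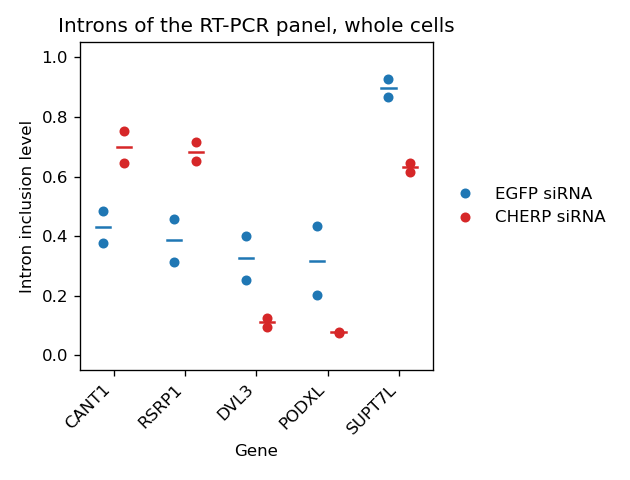
Intron inclusion level (y axis, from 0 to 1) of the 5 matched introns of the RT-PCR panels (x axis) in whole cells, with a point for each of the 2 libraries per siRNA and a bar for their mean. CANT1 and RSRP1 lie higher with CHERP siRNA, and DVL3, PODXL and SUPT7L lower.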

To investigate the characteristics of introns retained in response to CHERP depletion, we considered separately increased intron inclusions (III) and decreased intron inclusions (DII) and found 290 III and 389 DII cases for FDR < 0.05 (Figure 1e and Figure 2a), respectively. We measured the levels of mRNAs with III and DII events in the cytoplasm. 

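Cytoplasmic RNA of U2OS cells was sequenced from 2 libraries per siRNA, after the same transfection as the whole-cell libraries. On the events of the cytoplasmic rMATS tables there were 5370756 and 5547604 reads with EGFP siRNA, and 6580099 and 5476148 with CHERP siRNA. The skipping form of SE, A5SS, A3SS and RI events had an effective length of 73 in these tables and 144 in the whole-cell tables, so the reads had another length. The authors' deposited expression table was made with RSEM and EBSeq from the cytoplasmic libraries. It gives the mean normalized count of each siRNA without a value per library, and it lists the genes past its threshold alone, with a posterior probability of differential expression of at least 0.95. A level with replicates was therefore taken from the rMATS tables, by summing for each gene the reads of its SE, A5SS and A3SS events over their effective lengths. Libraries were scaled by median ratios, 0.01 was added before the log2, and limma was run on the 7293 genes with a mean of at least 20 reads. In data simulated on these genes, limma recovered 69.5% of the genes changed by 1.00 on the log2 scale, and 1.42% of its calls were false. CHERP was below this filter in the cytoplasm, with 21 to 31 reads in the EGFP siRNA libraries and 3 or 4 in the CHERP siRNA libraries. Without the filter its log2 fold change was -2.69 (standard error 0.38, adjusted p = 3.41e-05 from limma).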

As expected, CHERP depletion induced a tendency toward a decrease of the levels of transcripts with III, whereas the amounts of mRNAs with DII were clearly increased in the cytoplasm of CHERP-depleted cells (Figure 2b and Figure S2a). 

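Genes with an intron changed in whole cells were compared with the other genes that had an RI event, and genes with introns changed in both directions were left out. For III, the authors' deposited table lists 11 of 49 genes as increased in the cytoplasm and 18 as decreased, so that 22.4% were increased (95% Wilson interval 13.0 to 35.9). For DII it lists 45 of 64 as increased and 4 as decreased, 70.3% increased (interval 58.2 to 80.1). Among the other genes with an RI event, 34.3% were listed as increased beside III and 33.0% beside DII. The abundance taken from the rMATS reads moved the same way. The median cytoplasmic log2 fold change of the 41 III genes with a value was -0.51 (quartiles -0.84 and -0.081), below that of the other genes (-0.0057, permutation test, two-sided, p = 2e-05). For the 59 DII genes it was 0.38 (quartiles 0.071 and 0.86, p = 1e-05 from the same permutation test, the smallest p that 100000 resamples give). By limma, 23 III genes decreased and 5 increased, and 34 DII genes increased and 5 decreased. The set of events moved the III value most. With events changed in the cytoplasmic libraries there were 5 III genes, with a median of 0.11. With the set by the FDR of the authors' deposited table, the medians were -0.17 for III and 0.31 for DII (permutation p = 4e-05 and 1e-05). In that set, 59 III genes were listed as increased and 58 as decreased. With each library left out in turn, the medians stayed between -0.53 and -0.42 for III and between 0.35 and 0.47 for DII. Of the genes listed as changed, 37.9% were increased for III and 91.8% for DII, a scale chosen after seeing the values. The axis of Figure 2b is labelled as a ratio of increased transcripts and its caption names cytoplasmic/nuclear ratios, which were not computed here since nuclear libraries were not analysed. The paper states that transcripts with III tended to decrease in the cytoplasm and that mRNAs with DII increased.

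**Figure D3:**
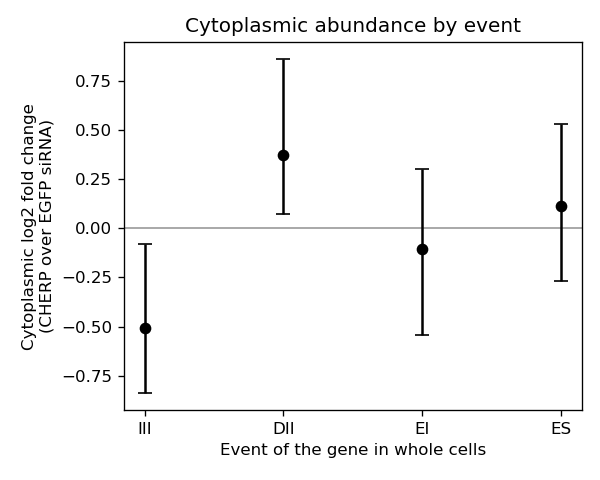
Median cytoplasmic log2 fold change (y axis, CHERP over EGFP siRNA) of genes grouped by their whole-cell event (x axis), with bars from the lower to the upper quartile. III lies at -0.51 and DII at 0.38, with EI and ES nearer to 0.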

Next, we validated the results regarding retained introns. To this aim, reverse transcription-polymerase chain reactions (RT-PCRs) were performed using a series of polymerase chain reaction (PCR) primer pairs targeting two adjacent constitutive exons of a selected intron. III and DII were observed in the CHERP-depleted condition (Figure 2c,d). The introns in calcium-activated nucleotidase 1 (CANT1) and arginine and serine rich protein 1 (RSRP1), which typically are III, were increased, and introns of disheveled segment polarity protein 3 (DVL3), like podocalyxin (PODXL) and STAGA complex 65 subunit gamma (SUPT7L), which are usually DII, were reduced. Gene ontology (GO) analysis of transcripts with III and DII in CHERP-depleted cells are shown in Figure 2e,f. The III-containing transcripts in CHERP-depleted cells were related to RNA metabolism, whereas a variety of gene functions were affected by DII. GOs-enriched transcripts with retained introns were similar to those enriched in DII-containing mRNAs, rather than to those with III. Thus, poly(A)^+^ RNAs accumulated in the nucleus of CHERP-depleted cells seemed to be linked to III events. Moreover, dividing retained intron events into III and DII allowed identification of the poly(A)^+^ RNA that accumulated.

### 2.3. CHERP Regulates Intron Retention in the Target Transcripts

To determine which mechanisms were triggered by CHERP to alter splicing events, we investigated the properties of introns. 

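For the properties of introns, III and DII events were taken with an FDR under 0.05, a difference in inclusion level of at least 0.1 and a mean of at least 10 inclusion or skipping reads, which left 22 III and 29 DII introns. The reference was the 95806 distinct introns on either side of the SE exons. Sequences came from GRCh37, the assembly named hg19 in the paper, and 99.1% of the reference introns began with GT and ended with AG. Each splice site was scored by the log odds of its bases under the base frequencies of the reference sites, over 3 exonic and 6 intronic bases at the 5′ site and 20 intronic and 3 exonic bases at the 3′ site. This score is not that of MaxEntScan, which was not used here. The median 3′ score was 7.31 in III against 9.85 in the reference (permutation test of the mean rank, two-sided, p = 0.00082, adjusted p = 0.00383 over 42 such tests). In DII it was 7.98 (p = 0.0230 and adjusted p = 0.0537 from the same permutation test). The median 5′ score was 8.16 in III and 7.19 in DII against 8.29 in the reference, with adjusted p of 0.854 and 0.239. The 5′ score depended on the events chosen and on the reference. With the set defined by the FDR of the authors' deposited table, chosen after seeing the data for these scores, 106 III introns had a median of 6.68 and 108 DII introns one of 6.84, with unadjusted p of 1e-05 and 2e-05 from the permutation test. The reference moved both scores. Against unchanged RI events, the mean 3′ score was higher by 0.322 in III and by 1.3 in DII, with p of 0.657 and 0.140. The mean 5′ score was higher by 0.948 in III and by 0.502 in DII against them (permutation p = 0.139 and 0.564, not adjusted).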

In both III and DII, the 5′ and 3′ splice site scores of introns affected by CHERP depletion were weaker than those obtained for the reference genes (Figure 3a,b). 

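The pyrimidine percent was counted over the 37 bases that precede the last 3 bases of each intron. This percent is another measure than the SVM-BPfinder score of the paper. Branch points were not analysed here. The mean was 64.7% in the III introns and 64.8% in the DII introns, against 64.9% in the introns beside SE exons. Neither difference passed the permutation test of the mean rank (two-sided, p = 0.761 for III and 0.815 for DII, adjusted p = 0.854 for both). In the larger set by the FDR of the authors' deposited table, chosen after seeing the data for this measure, the mean over DII introns was 62.4% (p = 0.0281 from the permutation test, not adjusted), and that over III introns 64.7% (p = 0.597).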

The branch point site scores were not significantly changed, and the polypyrimidine tract site scores in III were weaker than those of the reference genes (Figure 3c,d). Furthermore, the length of introns affected by CHERP depletion was significantly shorter than that of the reference genes (Figure 3e). 

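The median length was 567.5 nt for the 22 III introns and 668 nt for the 29 DII introns, against 2536 nt for the introns beside SE exons (permutation test of the mean rank, two-sided, adjusted p = 0.00054 for III and 0.00021 for DII). All 402532 introns of the annotation had a median of 2033 nt, and both sets were shorter than these too (p = 0.00115 for III and 0.00018 for DII from the permutation test). The comparison depended on the reference. Introns of unchanged RI events had a median of 253.5 nt, and against them III and DII introns were longer (p = 0.00038 and 2e-05 from the permutation test).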

The DII regulated by CHERP had a higher GC content in introns than that in reference genes (Figure 3f). 

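The GC content of the intron was 41.7% at the median in DII and 44.6% in III, against 41.5% in the introns beside SE exons. Neither differed from them by the permutation test of the mean rank (two-sided, adjusted p = 0.693 for DII and 0.543 for III). The set of events changed the outcome. With the FDR of the authors' deposited table, chosen after seeing the data for this measure, the median was 53.4% in DII and 51.4% in III, and both means lay above the reference, by 8.63 percentage points in DII and 6.56 in III (p = 1e-05 for each from the permutation test, the smallest it can give). Unchanged RI events had a median of 56.2%, and against them the GC content was lower in DII (p = 1e-05 from the permutation test) and in III (p = 0.00035).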

Short introns with high GC content have been associated with intron inclusion events [18]. As splicing efficiency is based on the splice site, branch point site and polypyrimidine tract site scores, we analyzed the nucleotides in CHERP-targeted 5′ and 3′splice sites (Figure 3g). Both sides of the intronic sequences in the reference genes were rich in thymine residues. In contrast, III and DII induced by CHERP depletion were slightly different from those of the reference genes. 

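Thymine was counted in the intron from base 7 to base 20 after the 5′ splice site, and over the 17 bases that precede the last 3 bases at the 3′ end, so that the splice site motifs themselves were left out. At the 3′ end the mean was 43.0% in III and 45.8% in DII against 50.6% in the reference (permutation test of the mean rank, two-sided, adjusted p = 0.0321 for III and 0.223 for DII). At the 5′ end the mean was 30.5% in III and in DII against 31.3% in the reference (adjusted p = 0.854 for both). In the larger set by the authors' deposited FDR, chosen after seeing the data for thymine, the mean at the 5′ end was 27.6% in III and 24.1% in DII (permutation p = 0.0341 and 2e-05, not adjusted), and at the 3′ end 40.0% and 38.8% (permutation p = 1e-05 for both, the smallest it can give). Against unchanged RI events, which had a mean of 37.2% at the 3′ end and 22.6% at the 5′ end, the thymine content of both sets was higher, with p of 0.0434 for III and 0.00430 for DII at the 3′ end and of 0.0258 and 0.0367 at the 5′ end from the permutation test, not adjusted. The comparison with unchanged events was chosen after seeing the data.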

To examine whether the weak splice sites were targeted by CHERP, we constructed a retinitis pigmentosa GTPase regulator (RPGR) minigene as a target for CHERP. Additionally, mutant minigenes, containing 5′ and 3′ splice site mutations that rendered the splice sites stronger, were generated. Plasmids with wild-type or mutant minigenes were transfected to cells, and transgene products were analyzed by RT-PCR. The splicing in the wild-type minigenes, but not in the mutant minigenes, was dependent on CHERP (Figure 3h). These data suggested that CHERP functioned as a regulator involved in the exact splice site selection.

### 2.4. Identification and Characterization of Cassette Exons Regulated by CHERP

The number of altered exon inclusions (EI) and exon skipping (ES) in cassette exons regulated by CHERP were counted. We found 2945 cases of EI and 3102 instances of ES with FDR < 0.05 (Figure 1e and Figure 4a), implicating that CHERP did not selectively affect EI or ES. 

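Of the 63977 SE events, 292 had a higher inclusion level with CHERP siRNA (EI) and 279 a lower one (ES) at an FDR under 0.05. The authors' deposited table gives 2078 EI and 2125 ES events at that FDR, and requiring a difference of at least 0.1 left 184 and 179 in the quasi-binomial test. EI and ES were close in number under each of these settings. Of the 20 exons of the RT-PCR panels, 11 had an event of the exact length, and 8 of the 11 passed, 5 as EI and 3 as ES. The exon with the smallest FDR was the 40-nt exon 3 of ZFAND1 on chromosome 8 from 82629484 to 82629523, whose inclusion level was 0.0540 ± 0.0258 (SD, n = 2) with EGFP siRNA and 0.504 ± 0.0414 (SD, n = 2) with CHERP siRNA. Its FDR was 1.49e-21. Exon 3 of STRADA (58 nt, chromosome 17, 61803998 to 61804055) rose from 0.148 ± 0.0932 to 0.761 ± 0.0467, and exon 16 of SNX14 (27 nt, chromosome 6, 86248556 to 86248582) from 0.107 ± 0.0324 to 0.569 ± 0.0401. INTS13 (difference 0.207) and ZNF207 (0.204) made up the EI exons of the panel. Exon 40 of KTN1 (84 nt, chromosome 14, 56139890 to 56139973) fell from 0.529 ± 0.00583 to 0.317 ± 0.00290, with an FDR of 1.68e-12. NUP62 (-0.359) and the panel's exon of PPP1R12A (-0.373) were the other ES exons. SKA3 had a difference of -0.193 with an FDR of 0.154, and 0.000156 in the authors' deposited table. The length of the AURKB exon fitted more than 1 exon. The matched exon of AURKB, the one with the most reads, had an FDR of 0.866. Another of the same length, chosen after its values were seen, fell from 0.588 to 0.346. Its FDR was 0.542 here and 0.00652 in the authors' deposited table. A further 7 exons lay 1 base from the panel's length and were matched after seeing the data. Of these, MON2 passed (18 nt, difference 0.572, FDR 2.60e-06), and 6 had an FDR under 0.05 in the authors' deposited table. The largest changes with at least 20 reads were in KIF3A (9-nt exon, 0.616), STRADA (0.613) and ACACA (0.590) for EI, and in SIX5 (-0.925, on 3 to 13 reads with CHERP siRNA), SRD5A1 (-0.682) and a 132-nt exon of PPP1R12A (-0.550) for ES. The 132-nt exon lies within the panel's exon of PPP1R12A and has the same skipping reads, so it is not a separate skipping event. From the similar numbers of EI and ES, the paper proposes that CHERP did not select for either.

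**Figure D4:**
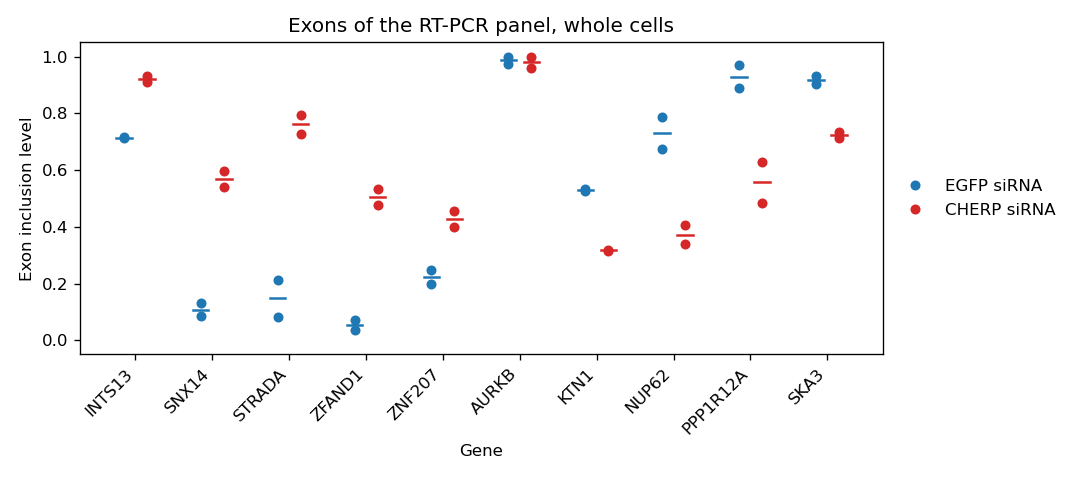
Exon inclusion level (y axis, from 0 to 1) of matched exons of the RT-PCR panels (x axis) in whole cells, with a point for each of the 2 libraries per siRNA and a bar for their mean. ZFAND1 rises from 0.0540 to 0.504, and the matched exon of AURKB, 1 of several of that length, stays near 1.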

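Genes with an exon changed in whole cells in 1 direction were followed in the cytoplasm. Of 205 genes with higher exon inclusion (EI), the authors' deposited table lists 75 as increased and 53 as decreased, 36.6% increased (95% Wilson interval 30.3 to 43.4). Of 190 genes with more exon skipping (ES) it lists 100 as increased and 40 as decreased, 52.6% increased (interval 45.6 to 59.6). Among the other genes with an SE event, 28.4% beside EI and 28.1% beside ES were listed as increased. Among the listed genes alone, 58.6% of the EI genes and 71.4% of the ES genes were increased. Of all genes in that table, 58.2% were increased, so that EI genes were close to this background. By limma on the abundance from the rMATS reads, 57 EI genes increased and 70 decreased, while 69 ES genes increased and 45 decreased. The median log2 fold change was -0.10 for EI (quartiles -0.54 and 0.30, permutation test against the other genes, two-sided, p = 0.0922) and 0.11 for ES (quartiles -0.27 and 0.53, p = 0.00298 from the same test). For the set by the FDR of the authors' deposited table, the EI median was -0.069 and its permutation p 0.00036.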

EI tended to be increased in cytoplasmic target transcripts, whereas ES was not dramatically affected (Figure 4b and Figure S4a). To validate the cytoplasmic expression of alternatively spliced transcripts, we designed PCR primer pairs located in two exons adjacent to the target exon. RT-PCR analyses clearly showed EI and ES in CHERP-depleted cells, suggesting that transcripts with EI and ES were successfully exported to the cytoplasm (Figure 4c,d and Figure S4a). The transcripts with EI after CHERP depletion were enriched in the GO cell cycle, whereas those with ES were linked to cell cycle or division (Figure 4e,f and Figure S4b).

### 2.5. CHERP Regulates Cassette Exon Inclusion and Skipping in Target Genes

To elucidate the specificity of CHERP-regulated cassette exons, we performed a correlation analysis between the splice site properties and CHERP-dependent or -independent genes. 

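In the introns beside EI and ES exons, called by the same criteria as III and DII and compared with the same flank of all SE exons, the 5′ splice site score differed in the introns downstream of ES alone. Its median there was 7.19 over 161 introns against 7.99 in the reference (permutation test of the mean rank, two-sided, adjusted p = 0.00063 over the 42 tests). Upstream of ES the median was 8.51 against 8.46 (adjusted p = 0.652 from the permutation test). For EI it was 8.54 upstream and 7.69 downstream, with adjusted p of 0.854 and 0.209. When the set was taken by the FDR of the authors' deposited table, chosen after seeing the data for these scores, the score upstream of ES was above the reference, with a median of 8.78 over 1018 introns and a mean higher by 0.228 (permutation p = 0.00016, not adjusted).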

In EI and ES, the 5′ splice sites in introns upstream and downstream of targeted exons were not significantly different from those of reference genes, except for 5′ splice sites in introns upstream of ES (Figure 5a). By contrast, 3′ splice sites in introns upstream and downstream of targeted exons were weaker than those of reference genes (Figure 5b), implicating that U2 snRNP recruitment to 3′ splice sites of upstream and downstream introns might be reduced. 

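The 3′ splice site score was lower upstream of ES exons, with a median of 8.85 over 166 introns against 9.46 in the reference (permutation test of the mean rank, two-sided, adjusted p = 0.0129). Downstream of ES it was 9.77 against 10.3 (adjusted p = 0.240). For EI it was 9.50 over 178 introns upstream and 10.8 downstream, with adjusted p of 0.635 and 0.465 from the permutation test, so that neither was distinguishable from the reference. In the set by the authors' deposited FDR, also chosen after seeing the data, the mean downstream of EI was 0.219 above the reference (permutation p = 0.0234, not adjusted).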

Branch point site scores were significantly weaker for upstream and downstream introns targeted by CHERP. Polypyrimidine tract site scores were not altered compared with those of reference genes (Figure 5c,d). These results suggest that the environment around CHERP-targeted exons was less likely to be spliced than reference exons. 

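The mean pyrimidine percent was 63.8% upstream and 65.0% downstream of EI exons, and 64.3% upstream and 66.2% downstream of ES exons, counted over the same window as for III and DII. The reference had 64.3% upstream and 65.4% downstream of SE exons. None of the 4 comparisons passed the permutation test of the mean rank (two-sided), with unadjusted p between 0.362 and 0.999. With the set by the FDR of the authors' deposited table, chosen after seeing the data for this measure, the mean downstream of ES exons was 66.2% against 65.4% and passed (permutation p = 0.0114, not adjusted). The other 3 comparisons did not pass in that set, with permutation p between 0.0763 and 0.888.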

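Introns upstream of EI exons had a median length of 3600.5 nt against 2709 nt upstream of all SE exons (permutation test of the mean rank, two-sided, adjusted p = 0.0339). Downstream of EI the median was 3292 nt against 2524 nt (adjusted p = 0.0499). Introns beside ES exons were shorter than the reference, with a median of 1424 nt upstream and 1403 nt downstream (permutation test, adjusted p = 0.00014 and 0.00049). When the difference of at least 0.1 and the read minimum were not required, the EI introns no longer differed (permutation p = 0.153 upstream and 0.618 downstream, not adjusted). With both required, they were also longer than all introns of the annotation (permutation p = 3e-05 upstream and 0.00103 downstream). With the set by the FDR of the authors' deposited table, EI introns were longer as well, with medians of 3849 nt against 2695.5 nt upstream and 3880 nt against 2513 nt downstream (permutation p = 1e-05 for both). In that set, introns upstream of ES had a median of 2393.5 nt (permutation p = 0.0151) and those downstream 2486 nt against 2526 nt (permutation p = 0.820).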

CHERP-regulated introns upstream and downstream from targeted exons were significantly longer than those of reference genes (Figure 5e). Furthermore, in introns upstream and downstream from targeted exons, the GC content was lower in EI and ES than that of reference genes (Figure 5f), suggesting that exons surrounded by longer introns with lower GC content tended to be targets of CHERP in skipped exon (SE). These intron profiles were different from those of III and DII (compare with Figure 3e,f). 

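The GC content of introns beside EI exons was lower than in the reference, at a median of 36.5% against 41.7% upstream and 36.1% against 41.0% downstream (permutation test of the mean rank, two-sided, adjusted p = 0.00014 for both). Upstream of ES exons it was higher than in the reference, at 44.1% (adjusted p = 0.00900 from the permutation test). Downstream of ES it was 41.7%, which was not distinguishable from the reference (adjusted p = 0.608). With the set by the FDR of the authors' deposited table, chosen after seeing the data for GC content, the GC content was above the reference on both sides of ES exons, by a mean of 1.3 percentage points downstream (permutation p = 1e-05). From length and GC content together, the paper proposes that exons between longer introns of lower GC content tended to be CHERP targets.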

Then, we calculated the nucleotide usage of 5′ and 3′ splice sites for introns upstream and downstream from CHERP-targeted exons. 

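Thymine was counted over the same windows as for the retained introns, which leave out the splice site motifs. At the 5′ end, its mean was 34.5% upstream and 37.8% downstream of EI exons against 30.5% and 33.0% in the reference (permutation test of the mean rank, two-sided, adjusted p = 0.00806 and 0.00049). Upstream of ES exons it was lower, 26.8% against 30.6% (adjusted p = 0.00806 from the permutation test), and downstream of ES 31.2% against 33.1% (adjusted p = 0.205). At the 3′ end the mean was 54.4% downstream of EI against 51.8% (adjusted p = 0.0339), and the other 3 comparisons did not pass, with adjusted p between 0.212 and 0.844. In the set by the authors' deposited FDR, chosen after seeing the data for thymine, the mean was also lower at the 5′ end downstream of ES (29.9%, permutation p = 1e-05, not adjusted) and at the 3′ end upstream of ES (48.4% against 49.9%, permutation p = 3e-05).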

CHERP-targeted nucleotide sequences were not much different from that in reference genes, although 5′ and 3′ splice site scores seemed lower (Figure 5g). Therefore, a slight difference in nucleotides compared with reference genes might affect CHERP-dependent EI and ES. To examine this hypothesis, we constructed autophagy related 16 like 1 (ATG16L1) and serine/threonine-protein kinase 3 (SIK3) minigenes for EI and ES analysis, respectively. Mutations leading to stronger or weaker splice sites were introduced to 5′ or 3′ splice sites. When strengthening splice site mutations were introduced in the 3′ splice sites, the target exon was fully recognized independently of CHERP depletion (Figure 5h). By contrast, weakening mutations in the 3′ splice sites of the target exons led to the exons being fully skipped, regardless of CHERP depletion. Similar results were obtained with mutations introduced in the 5′ splice sites. Among these mutations, four mutants consisted of a single nucleotide change, supporting the hypothesis that nucleotide sequences around the 5′ and 3′ sites of target exons were sensitive to CHERP.

### 2.6. CHERP Regulates Cell Survival and Cell Death

The GO analysis revealed an enrichment of cell cycle genes in transcripts with EI induced by CHERP depletion, and those with ES were enriched in cell cycle or division, implying that CHERP played a role in cell cycle progression and cell viability. To investigate the role of CHERP in cell function, the cytoplasmic mRNA transcriptome was analyzed in cells with or without CHERP depletion. 

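The authors' deposited expression table of the cytoplasmic libraries lists 6757 genes, 3934 as increased and 2823 as decreased after CHERP depletion. By limma on the abundance from the rMATS reads, 1791 of 7293 genes increased and 1724 decreased at an adjusted p under 0.05. Of the 4197 genes with a value in both, 4037 changed in the same direction, which is 96.2%. Scaling by the total abundance of each library in place of median ratios shifted the median of all genes by -0.10 and gave 1411 increased and 2099 decreased genes, so that the increased share went from 51.0% to 40.2%. Changes are given relative to the median ratio scale. CENPA (ENSG00000115163.10) fell by 1.88 in the cytoplasm on the log2(value + 0.01) scale (standard error 0.17, adjusted p = 5.66e-06 from limma), on 72 to 84 reads with CHERP siRNA. BRCA1 (ENSG00000012048.15) fell by 1.76 (standard error 0.16, adjusted p = 6.32e-06 from limma), AURKB (ENSG00000178999.8) by a log2 fold change of -1.05 (adjusted p = 4.19e-05 from limma) and BIRC5 (ENSG00000089685.10) by one of -0.65 (adjusted p = 4.43e-05 from limma). With each library left out in turn, their values stayed between -2.07 and -1.70 for CENPA, -1.96 and -1.56 for BRCA1, -1.24 and -0.87 for AURKB, and -0.73 and -0.58 for BIRC5. In the authors' deposited table their fold values are 0.344 for CENPA, 0.346 for BRCA1, 0.630 for AURKB and 0.691 for BIRC5. In whole cells the log2 fold changes were -1.80, -1.32, -0.64 and -0.65 for CENPA, BRCA1, AURKB and BIRC5. PGK1 had a log2 fold change of -0.044 in the cytoplasm (standard error 0.057, adjusted p = 0.556 from limma), and it passed the threshold at -0.14 when scaled by the total abundance.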

CHERP depletion induced the increase of the expression of 3934 transcripts and a decreased expression of 2822 mRNAs (Figure 6a). To determine the cellular function of CHERP depletion, the GO analysis of transcripts with an expression increased more than 1.5 fold and less than 0.67 fold is shown (Figure S6a,b). Several transport functions were enriched, whereas the representation of cell cycle-related genes was reduced when CHERP was depleted. We then investigated whether the function of CHERP was associated with cell cycle or cell division. U2OS cells stably expressing histone 2B-green fluorescent protein (H2B-GFP) were used to analyze cell division by live cell imaging (Figure 6b). In CHERP-depleted cells, centromeres were not well aligned, and the time of mitosis was often delayed during the prometaphase. aurora kinase B (AURKB) has a key role in the alignment of chromosomes at prometaphase and AURKB mRNA expression was markedly reduced in CHERP-depleted cells (Figure 6c). CHERP depletion also reduced the cytoplasmic expression of the Survivin/baculoviral IAP repeat containing 5 (BIRC5), AURKB, centromere protein A (CENPA) and breast cancer type 1 (BRCA1) mRNAs, which function in the progression of the M phase, prompting us to investigate the corresponding protein expression. BIRC5, AURKB, CENPA and BRCA1 protein levels were reduced in CHERP-depleted cells (Figure 6d). Moreover, CHERP depletion not only resulted in a weak expression of AURKB, but also in its aberrant distribution, as shown by immunostaining (Figure 6e). CHERP depletion also led to the aberrant distribution of α-Tubulin. These mislocalizations might be the cause of the delay of the M phase progression. The viability of CHERP-depleted cells was significantly reduced (Figure 6f), suggesting that CHERP was indispensable for cellular function, likely by regulating alternative splicing.

## 3. Discussion

Here, the function of CHERP in mRNA metabolism was investigated. RNA fluorescent in situ hybridization (RNA-FISH) analyses revealed that poly(A)^+^ RNAs accumulated in the nucleus of CHERP-depleted cells, suggesting that CHERP was involved in mRNA metabolism in the nucleus [19,20]. We then performed LC-MS/MS analyses to assess CHERP functions by identifying its interaction partners. CHERP interacted strongly with U2 snRNP components, such as spliceosome factor 3b subunits SF3B1, SF3B2 and SF3B3, and U2-related proteins, such as U2AF2 and U2SURP, indicating that CHERP participated in mRNA splicing [21,22]. Our results are consistent with the results of Lin-Moshier et al., who used HEK293 cells stably expressing GFP-CHERP [15]. De Maio et al. also showed, by immunoprecipitation, that CHERP forms a complex with RBM17 and U2SURP to induce splicing changes [17]. RBM17 and U2SURP were detected as a CHERP interaction partner in our LC-MS/MS experiments, indicating that our data were solid.

Poly(A)^+^ RNAs accumulated in the nucleus of CHERP-depleted cells and CHERP was associated with U2 snRNP components. This prompted us to investigate CHERP’s role in mRNA splicing using next generation sequencing (NGS) and rMATS. Among alternative splicing events, retained introns were the most frequently observed, which was consistent with our observation that CHERP depletion induced poly(A)^+^ RNA accumulation in the nucleus [18,23]. Although the transcriptome analysis revealed that all types of alternative splicing were affected by CHERP depletion, which was in agreement with the De Maio et al. paper, a detailed analysis showed that CHERP depletion caused retained introns more frequently, although this was not observed by De Maio et al. [17]. This discrepancy might be due to the different cell types used in both analyses. This possibility is supported by the recent findings that CHERP depletion in Hela cells frequently caused retained intron events [24] and implies that CHERP regulated the alternative splicing in a cell-specific manner. In our analysis, weak or suboptimal splice sites, high GC content in introns, and short intron lengths were important and common features of intron retention. Interestingly, the depletion of another RNA binding protein, SON, also resulted in the nuclear retention of introns with the same features [23,25]. It has been reported that CHERP forms a complex with RBM17, an RNA-binding protein, and U2SURP, an SR protein [17], suggesting that CHERP does not function as a core splicing factor but rather as a modulating factor [26,27].

Alternative splicing is, importantly, regulated by the sequences of 5′ and 3′ splicing sites and their combinations [6,7,23,28,29,30]. In addition, cis-acting RNA elements are involved in splicing regulation [31,32,33,34,35]. Cis-acting RNA elements often become the target sites of trans-acting factors [36,37,38,39,40,41,42,43]. The status and positional relations of these signals have a significant effect on splicing. Thus, alternative splicing is intricately regulated. We have shown that the GC content is low in the upstream and downstream introns of EI induced by CHERP depletion. This seemed to be different from the data obtained for CHERP-regulated retained introns, which had high GC contents. Interestingly, it has been reported that CHERP binds to specific adenine-rich sequences on exons and causes splicing changes [44]. Thus, CHERP might participate in the regulation of EI and ES by binding to adenine-rich sequences. 

The depletion of CHERP induced alternative splicing changes, in particular of factors promoting the entrance into the M phase, including BIRC5, AURKB, CENPA, and BRCA1, which results in the reduced cytoplasmic expression of these factors [45,46,47]. 

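No splicing event of BIRC5, AURKB, CENPA or BRCA1 passed an FDR of 0.05 in the quasi-binomial test of the whole-cell libraries among those examined. The AURKB exon of 73 nt on chromosome 17 from 8108636 to 8108708 had a difference in inclusion level of -0.00646. A second AURKB exon of 73 nt, from 8113495 to 8113567 and exon 2 of AURKB-214, was chosen after its values were seen. It went from 0.588 ± 0.0420 (SD, n = 2) with EGFP siRNA to 0.346 ± 0.0264 (SD, n = 2) with CHERP siRNA, on 52 to 79 reads per library. Its FDR was 0.542 here and 0.00652 in the authors' deposited table. No other AURKB event was examined. For the other genes the SE or RI event with the smallest p and a mean of at least 20 reads was looked up, also after the values were seen. MXE, A5SS and A3SS events of these genes were not examined, so that a change in them is not excluded. In BIRC5 this was the 165-nt exon from 76218909 to 76219073 on chromosome 17, with a difference of -0.205 and an FDR of 0.191, against 0.000541 in the authors' deposited table. Its difference was -0.0957 without 1 of the EGFP siRNA libraries and -0.313 without the other. In CENPA the difference was 0.0893 and in BRCA1 -0.0235, each with an FDR of 0.784. With each library left out in turn, the CENPA difference ran from -0.00442 to 0.183 and the BRCA1 difference from -0.0318 to -0.0153.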

Our data showed that the cellular expression of these factors was reduced, and AURKB and α-Tubulin were totally mislocalized, implying that CHERP targets genes involved in the progression into the M phase. The implication of the CHERP association with RBM17 and U2SURP in the regulation of splicing events, such as RI and SE, will be investigated next by depleting these factors to uncover a more specific role of CHERP in splicing.

## 4. Materials and Methods

### 4.1. Reagents and Instruments

The following commercial chemicals were used: Dulbecco’s Modified Eagle’s Medium (DMEM) containing high glucose, 4’, 6-diamidino-2-phenylindole (DAPI), and SuperSep™ Ace (FUJIFILM Wako, Osaka, Japan), Fetal bovine serum (FBS), ULTRAhyb ^TM^ -Oligo Hybridization Buffer, and cell culture dish and plate (Thermo Fisher Scientific, Waltham, MA, USA), Alexa Fluor 594-labeled oligo-d(T)_45_ probe (Molecular Probes, Eugene, OR), Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA), bovine serum albumin, and 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide, yellow tetrazole (MTT) (Sigma-Aldrich, St. Louis, MO, USA), the chemiluminescent reagent (Merck Millipore, Burlington, MA, USA), Rever Tra Ace^®^, KOD Fx Neo, THUNDERBIRD^®^ SYBR qPCR Mix, and restriction enzymes (Toyobo, Osaka, Japan), RQ1 DNase-Free DNase (Promega, Madison, WI, USA), restriction enzymes (Takara BIO, Kyoto, Japan), PlusOne^TM^ Silver Staining Kit Protein (GE Healthcare, Chicago, IL, USA), polyvinylidene difluoride (PVDF) membrane (Pall, Port, Washington, NY, USA), ECL substrate (Bio-Rad, Richmond, VA, USA) and trypsin-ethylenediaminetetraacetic acid (EDTA), doxycycline, hygromycin, Sepasol^®^ RNA I Super G, and other general reagents (Nacalai tesque, Kyoto, Japan).

### 4.2. Plasmid DNAs, siRNAs and Oligo DNA Primers

The plasmid DNAs, siRNAs and oligo DNA primers used in this study are listed in Tables S2–S4. We used pcDNA5/FRT/TO and siRNAs from Invitrogen, and siRNAs and oligo DNA primers from Integrated DNA Technologies (Coralville, IA, USA).

### 4.3. Antibodies

The following commercial antibodies were used: anti-glyceraldehyde 3-phosphate dehydrogenase (GAPDH) mouse polyclonal antibody (FUJIFILM Wako), anti-β-actin mouse monoclonal antibody, anti-FLAG M2 mouse monoclonal antibody, anti-CENPA rabbit polyclonal antibody (Sigma-Aldrich), anti-BIRC5 rabbit polyclonal antibody (Abnova, Taipei, Taiwan), anti-AURKB mouse monoclonal antibody (BD Biosciences, Franklin Lakes, NJ, USA), anti-BRCA1 rabbit polyclonal antibody (Santa Cruz, CA, USA), anti-rabbit goat antibody labeled with Alexa Fluor 594 (Thermo Fisher Scientific), anti-mouse, anti-rat, or anti-rabbit goat antibody conjugated with horseradish peroxidase (HRP) (SeraCare Life Sciences, Milford, MA, USA). The anti-CHERP rabbit polyclonal antibody was a gift from Dr. Masatoshi Maki. The anti-U2AF2 mouse monoclonal and rabbit polyclonal antibodies recognizing NXF1 were gifts from Dr. Robin Reed. The anti-UAP56 rat polyclonal antibody has been described previously [48].

### 4.4. Construction of Plasmid DNAs

To generate inducible stable cell lines, wild-type human CHERP cDNA was inserted into pcDNA5 FLAG FRT/TO. Cloning sites of individual plasmid DNA are described in Table S2. The template DNA containing full-length CHERP cDNA was obtained from Dr. Masatoshi Maki. Wild-type human CHERP was generated by PCR. Sequences were confirmed by sequencing.

For minigene splicing assays, the target region was amplified from human genomic DNA by PCR using KOD Fx Neo according to the manufacturer’s instructions, and cloned into pcDNA5 3 × FLAG FRT/TO. Mutant minigenes were obtained by mutation PCR. Sequences were confirmed by sequencing.

### 4.5. Cell Culture

U2OS cells, Hela cells, HEK293 Flp-In^TM^ T-REx^TM^ cells (Invitrogen) and U2OS stably expressing H2B-GFP were maintained in DMEM, supplemented with 10% FBS 37 °C under 5% CO_2_.

### 4.6. Establishment of Stable Cell Lines

To establish stable cell lines expressing FLAG-CHERP wild-type, CHERP expression vector, pcDNA5 FLAG FRT/TO, was transfected with Lipofectamine 2000 according to the manufacturer’s instructions. Successfully transfected cells were selected using 100 ng/mL hygromycin in DMEM containing 10% FBS. A colony was picked up and expanded in a 6-well plate. To induce the expression of FLAG-CHERP, 1 μg/mL of doxycycline was added to the culture medium for at least 24 h. Cell lysates were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and analyzed by Western blot. U2OS cells expressing H2B-GFP were described previously [48,49]. 

### 4.7. Immunostaining

Cells (1 × 10^5^ cells/mL) were seeded and cultured on coverslips. After 24 h, cells were fixed with 4% formaldehyde in cultured medium. Then, cells were washed once with phosphate-buffered saline (PBS) and blocked with PBS containing 6% bovine serum albumin for 1 h. The coverslips were incubated with anti-CHERP antiserum in PBS containing 2% bovine serum albumin, washed with PBS three times, and incubated with goat anti-rabbit antibody labeled with Alexa Fluor 594. DNA was counterstained with DAPI.

### 4.8. RNA-FISH

RNA-FISH was performed as described previously [49,50]. Briefly, cells (1 × 10^5^ cells/mL) were seeded and cultured on coverslips. After 24 h, cells were transfected with 20 nM siRNAs using Lipofectamine 2000, according to the manufacturer’s instructions. After 48 h, cells were fixed with 10% formaldehyde and permeabilized with PBS containing 0.1% *t*-octylphenoxypolyethoxyethanol/Triton^TM^ X-100. The buffer was replaced with 2 × saline-sodium citrate buffer (SSC). Then, cells were prehybridized with ULTRAhyb^TM^-Oligo Hybridization Buffer and incubated with 20 pmol Alexa Fluor 594-labeled oligo-d(T)_45_ probe overnight. Cells were washed successively with 2 × SSC, 0.5 × SSC and 0.1 × SSC. Images were taken at random using a Zeiss Axioplan 2 (Carl Zeiss, Jena, Germany) with an OLYMPUS DP70 camera (OLYMPUS, Tokyo, Japan). Segmentation of the nuclei and the cytoplasm and quantification of poly(A)^+^ RNA signals were performed using the CellProfiler cell image analysis software (version 3.1.5) [51].

### 4.9. Preparation of RNA from Cytoplasmic, Nuclear and Whole-Cell Fractions

For the preparation of cytoplasmic and nuclear fractions, cells were scraped, washed with PBS, and treated with a cell lysis buffer containing 20 mM tris(hydroxymethyl)aminomethane (Tris)-HCl (pH 8.0), 200 mM NaCl, 1 mM MgCl_2,_ and 1% octylphenoxy poly(ethyleneoxy)ethanol/Nonidet^TM^ P-40 (NP-40) on ice for 5 min. After centrifugation at 10,000× *g* for 1 min, the supernatant represented the cytoplasmic fractions. The pellets represented the nuclear fractions. Whole-cell fractions were prepared by lysing the cells as described previously [20,49].

### 4.10. Protein Preparation from Cytoplasmic and Nuclear Extracts 

Proteins were extracted from the cytoplasmic fraction and nuclear extraction as follows. Cells were centrifuged and the pellet was suspended very carefully in three times its volume of lysis solution containing 10 mM 4-(2-hydroxyethyl) piperazine-1-ethanesulfonic acid (HEPES)-KOH (pH 7.9), 10 mM KCl, 1.5 mM MgCl_2_, 0.2 mM phenylmethylsulfonyl fluoride (PMSF), and 0.5 mM dithiothreitol (DTT). The cell solutions were then incubated on ice for 10 min, vortexed for 5 s, and centrifuged at 10,000× *g* for 10 s. The supernatants were collected as cytoplasmic fractions. The pellets were resuspended in an equal volume of solution containing 20 mM HEPES-KOH (pH 7.9), 25% glycerol, 420 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 0.2 mM PMSF and 0.5 mM DTT. The nuclei were lysed for 20 min on ice and centrifuged at 10,000× *g* for 10 min. The resulting supernatants were the nuclear fractions. The protein content in each fraction was determined by the Bradford assay (Nacalai tesque). Protein samples were mixed with a 4 × SDS buffer (190 mM Tris-HCl [pH 6.8], 40% glycerol, 0.8% SDS, 0.2% bromophenol blue and 40 mM DTT) and boiled for 2 min.

### 4.11. Immunoprecipitations

Protein nuclear extracts were prepared from HEK293 Flp-In ^TM^ T-REx ^TM^ cells stably expressing FLAG-CHERP and immunoprecipitation was performed as described previously [30]. Briefly, samples containing nuclear extract and RNase A, for the removal of RNA, were incubated for 20 min at 30 °C and then centrifuged to remove precipitants. The supernatants were mixed with 10 μL anti-FLAG M2 antibody beads. Beads were rotated overnight at 4 °C and washed with PBS containing 0.1% Triton^TM^ X-100, 0.2 mM PMSF and 0.5 mM DTT. The proteins on the beads were recovered in SDS buffer containing 250 mM Tris-HCl, 1% SDS, 0.002% bromophenol blue and 40% glycerol. After boiling for 2 min, the eluates were transferred to a new tube and separated by SDS-PAGE.

### 4.12. Silver Staining

The protein samples were mixed with 4× SDS buffer and boiled for 2 min. Protein separation was performed using SuperSep™ Ace, 5–20%, 17-well. Silver staining of SDS-PAGE gels was carried out with Silver Staining Kit Protein, in accordance with the manufacturer’s protocol. Pictures were captured using the image analyzer LAS-1000 (FUJIFILM, Tokyo, Japan).

### 4.13. LC-MS/MS Analyses

LC-MS/MS analyses were described previously [50]. Results were analyzed using the number of peptides identified prot_matches and prot_score, which was calculated with the Mascot software (Matrix Science, London, UK). Protein scores were calculated by subtracting the prot_score of the controls from that of the CHERP-expressing cells. The identified CHERP-interacting proteins are listed in Table S1.

### 4.14. Western Blots

Samples were separated by SDS-PAGE and transferred to a PVDF membrane. Membranes were blocked with 5% skim milk and then incubated with a primary antibody overnight at 4 °C. After washing, membranes were incubated with a secondary antibody conjugated with horseradish peroxidase for 2 h at room temperature. After careful washing, the signals were detected using ECL substrate with LAS 4000 mini (GE Healthcare).

### 4.15. RNA Isolation, cDNA Synthesis and PCR

Total or cytoplasmic RNAs were isolated from whole cells or the cytoplasmic fraction, respectively, with Sepasol^®^ Ⅰ Super G, and then treated with RQ1 DNase-Free RNase to remove genomic DNA, according to the manufacturer’s instructions. Then, cDNAs were synthesized by reverse transcription using Rever Tra Ace^®^, according to the manufacturer’s instructions. PCRs were performed using KOD FX NEO and analyzed by electrophoresis using either 1% agarose gel with a Tris-acetate-EDTA (TAE) buffer, or 8% polyacrylamide gel with a Tris-borate-EDTA (TBE) buffer. PCR products were visualized by a FAS-IV gel imaging system (Nippon Genetics, Tokyo, Japan). Amplified PCR products were confirmed by sequencing.

### 4.16. Preparation of RNA-seq Library

U2OS cells (30% confluent) were transfected with 20 nM EGFP or CHERP#2 siRNA for 48 h. Whole and cytoplasmic RNAs were prepared as described above. The RNA-seq library was prepared using Truseq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA).

### 4.17. Bioinformatic Analyses

RNA-seq analyses of two biological replicates for each group were performed using the NextSeq High Output sequencer (Illumina). Sequence reads were mapped to the hg19 human genome using STAR (version 2.5.2b) [52]. Mapped reads were transformed to expression counts for each transcript with RSEM (version 1.2.25) [53] and a gtf file of GENCODE (version 19). Normalized counts of gene expression for each replicate were obtained by processing EBSeq (version 1.2.25) software [54]. Alternative splicing events were analyzed by rMATS [55]. Significant splicing events were captured for FDR < 0.05. Mapping results were indexed using SAMtools (version 1.9) [56] and visualized using the Integrative Genomics Viewer (IGV: version 2.3) (http://software.broadinstitute.org/software/igv/home, accessed on 25 January 2022). Gene ontology (GO) analysis was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID: version 6.7) [57,58]. The splice site score was calculated using MaxEntScan [59], and branch point and polypyrimidine tract score were determined using the SVM-BPfinder [60] program. To analyze the sequence usage, 15- and 20-nucleotide sequences of exon and intron boundaries at 5′ and 3′ splice sites, respectively, were obtained by BEDtools (version 2.24.0) [61]. Motifs were visualized using Weblogo (version 2.8.2) [62]. Sequence reads were deposited in NCBI under accession number GSE193399.

### 4.18. Quantitative PCR (qPCR)

qPCRs were performed with the Thermal Cycler Dice Real Time System (Takara BIO) using Thunderbird SYBR qPCR Mix. Each sample was prepared in triplicate. The mRNA amounts were calculated by threshold cycle (Ct) values.

### 4.19. Minigene Splicing Reporter Assay

Cells were cotransfected with siRNAs and minigene reporter plasmid DNAs. Briefly, cells were seeded at 15–20% confluency per well in 6-well plates. The next day, cells were transfected with siRNAs using Lipofectamine 2000. After 48 h of incubation, cells were transfected with minigene reporter plasmid DNAs (750 ng plasmid DNAs per well) using Lipofectamine 2000. After one day of incubation, cells were collected for the preparation of total RNA, as described above. Expression of the minigene reporter was analyzed using RT-PCR, followed by electrophoresis.

### 4.20. Live Cell Imaging 

Cells expressing H2B-GFP were seeded on 35 mm-diameter glass bottom dishes (AGC techno glass, Shizuoka, Japan) and transfected with siRNAs using Lipofectamine 2000, as reported previously [20,48]. After siRNA transfection, cells were cultured for 36 h. Images were taken every 5 min using Biostation IMq (Nikon, Tokyo, Japan) at 37 °C in a humidified chamber with 5% CO_2_ for 16 h.

### 4.21. MTT Assays

Cell viability was assayed by colorimetric MTT assay [50,63]. U2OS cells were seeded at 7.5 × 10^3^ cells/mL in a 96-well plate and cultured for 24 h. siRNAs were introduced to each well and incubated for 48 h. Afterward, 5 μL of 5 mg/mL MTT was added to each well and incubated for 4 h. The cell culture plate was then centrifuged at 400× *g* for 5 min. The supernatant was removed and cells were solubilized with 10 mM NH_4_Cl containing 10% SDS (pH 7.0). Cell viability was estimated by measuring the optical density at 600 nm.

## Figures and Tables

**Figure 1:**
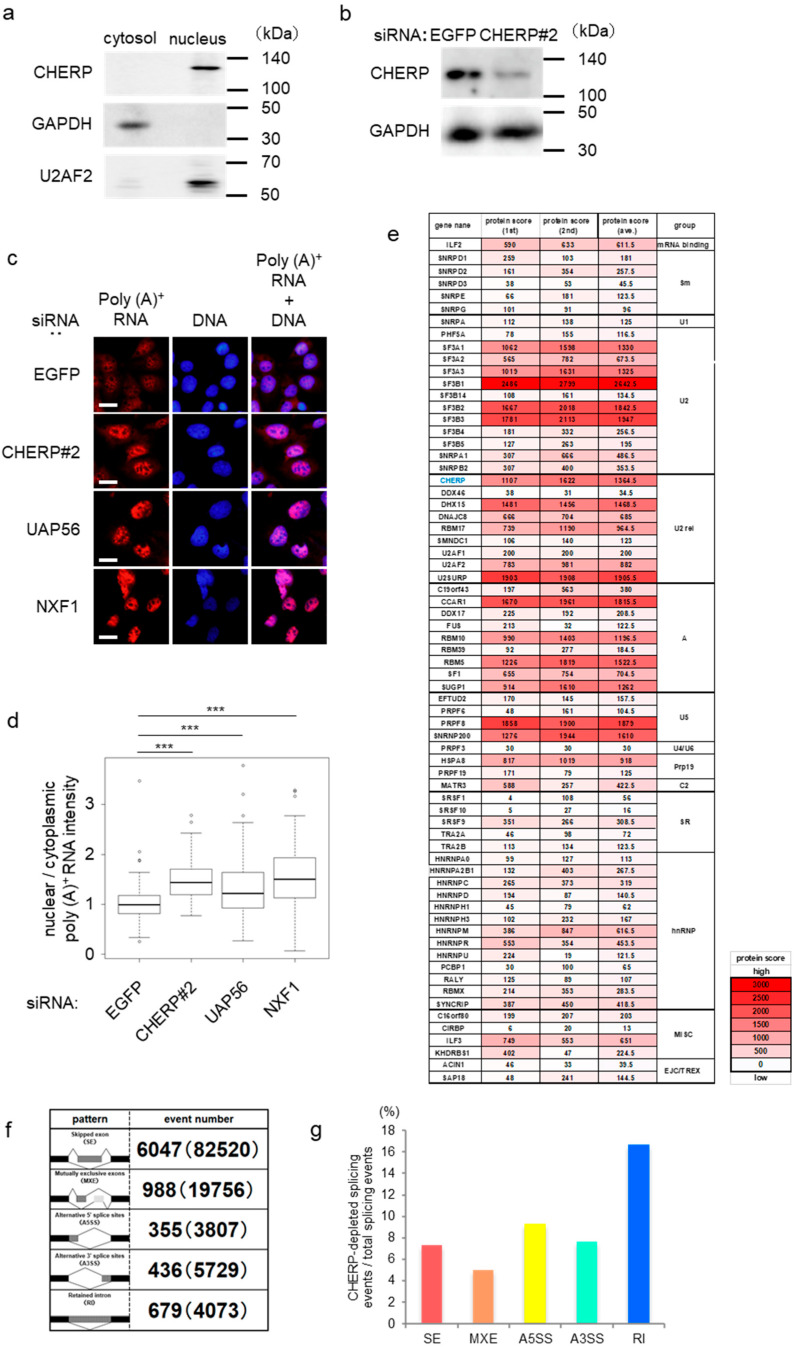
Calcium homeostasis endoplasmic reticulum protein (CHERP) is involved in mRNA metabolism in the nucleus. (**a**) Western blot analysis of CHERP expression in the cytoplasmic and nuclear fractions prepared from U2OS cells. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as the cytoplasmic marker and U2 small nuclear RNA auxiliary factor 2 (U2AF2) as the nuclear marker. (**b**) Expression of CHERP in U2OS cells transfected with sRNAs against EGFP (control) or CHERP (CHERP#2). GAPDH was used to normalize the sample loading. Samples were analyzed 48 h after transfection. (**c**) Poly(A)^+^ RNA localization analyzed by RNA fluorescent in situ hybridization (RNA-FISH) 48 h after transfection with EGFP (control) or CHERP#2 siRNAs in U2OS cells. Poly(A)^+^ RNAs were detected with Alexa 594 labeled oligo-d(T)_45_ probes. The DNA was stained with 4’, 6-diamidino-2-phenylindole (DAPI). Scale bar, 20 µm. (**d**) Nuclear/cytoplasmic ratios of the poly(A)^+^ RNAs measured in (**c**). The signal intensities of the nucleus and the cytoplasm were quantified (n = 100). Boxes show median (center line) and upper and lower quartiles. Whiskers represent the lowest and highest values. Statistical analyses were performed using one-way analysis of variance (ANOVA) followed by Dunnett’s test. *** *p* < 0.001. (**e**) Splicing-related proteins bound to FLAG-CHERP. Splicing-related proteins with protein score > 0 were shown. CHERP is highlighted with blue letter. All proteins interacting with FLAG-CHERP are shown in Table S1. (**f**) Transcriptome analysis analyzed by rMATS. Cells were transfected with EGFP (control) or CHERP#2 siRNA. RNAs were extracted 48 h after transfection. Alternative splicing events were divided into five splicing patterns by rMATS. The event number in parentheses is the total number of splicing events. Data with false discovery rates (FDR) < 0.05 were significant. (**g**) Frequency of statistically significant changes within each alternative splicing subtype relative to the total number of splicing events in CHERP-depleted cells.

**Figure 2:**
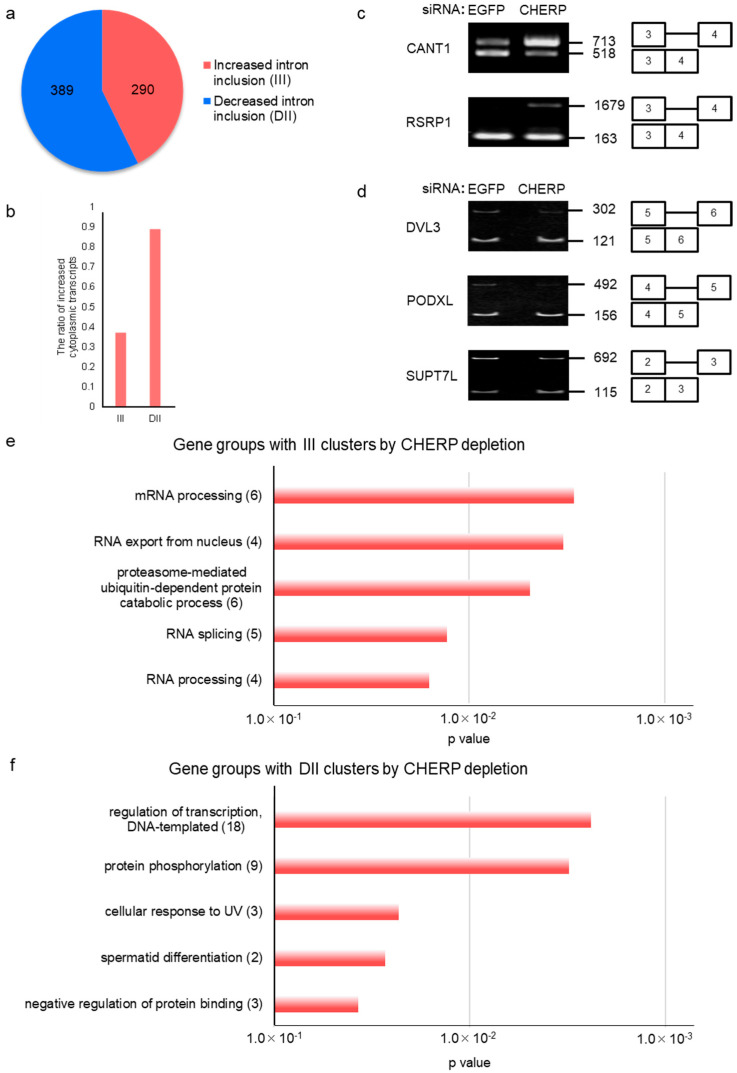
CHERP regulates transcripts with increased intron inclusions (III) and decreased intron inclusions (DII). (**a**) Number of increased and decreased intron inclusion events after CHERP depletion. Events with FDR < 0.05 were considered statistically significant. (**b**) Cytoplasmic/nuclear ratios of transcripts with III or DII after CHERP depletion. Events with FDR < 0.05 were considered statistically significant. (**c**,**d**) Validation of (**c**) III or (**d**) DII induced by CHERP depletion by reverse transcription-polymerase chain reaction (RT-PCR). (**e**,**f**) Gene ontology (GO) groups enriched in transcripts with III (**e**) or DII (**f**) after CHERP depletion are shown. FDR < 0.05, inclusion or skipping count ≥ 10, and IncLevelDifference ≤ –0.1 for RNA sequencing (RNA-Seq) data was considered statistically significant.

**Figure 3:**
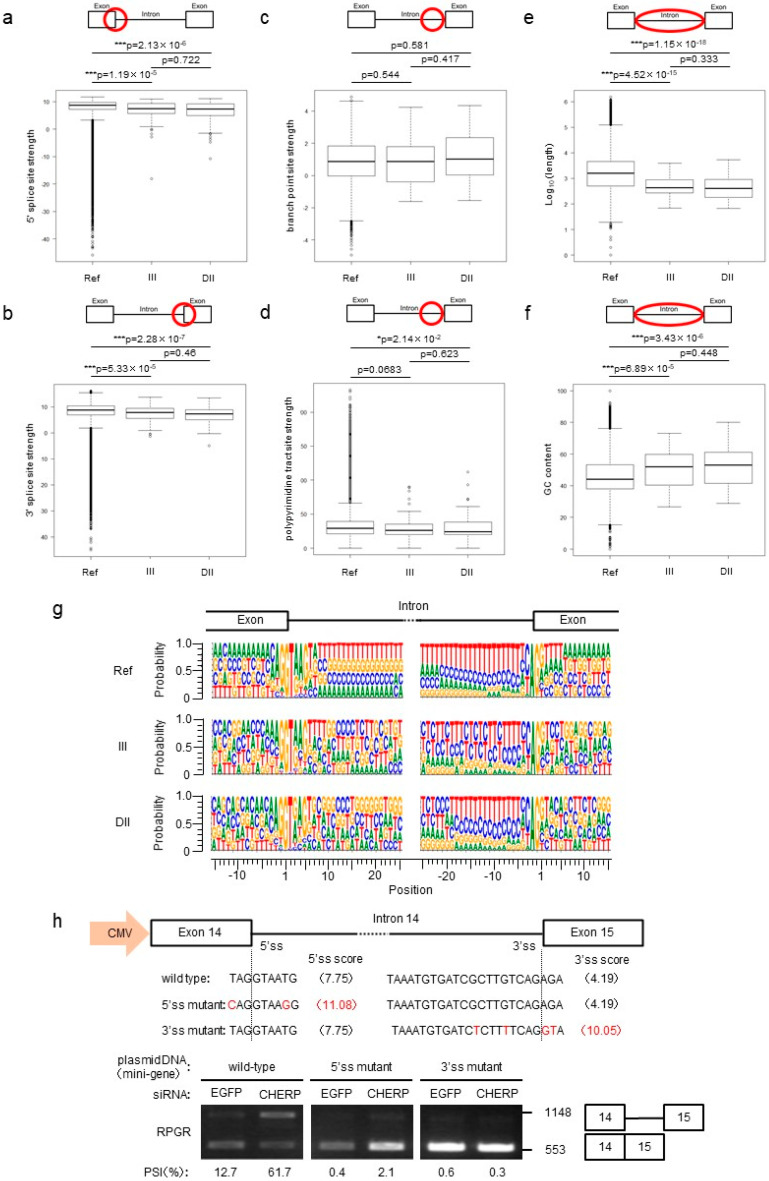
Characteristics of III and DII induced by CHERP depletion. (**a**,**b**) 5′ and 3′ splice site scores after CHERP depletion, calculated by MaxEntScan. (**c**) Branch point site scores after CHERP depletion, calculated by SVM-BPfinder. (**d**) Polypyrimidine tract site scores after CHERP depletion, calculated by SVM-BPfinder. (**e**,**f**) Length and GC content of CHERP-targeted introns, analyzed by BedTools. (**a**–**f**) FDR < 0.05, inclusion or skipping count ≥ 10, and IncLevelDifference ≤ –0.1 (III) or IncLevelDifference ≥ 0.1 (DII) were considered significantly different. All introns were used as reference introns. For statistical analysis, a Wilcoxon rank sum test was used to calculate *p*-values. * *p* < 0.05, *** *p* < 0.001. (**g**) Nucleotide sequences of exon–intron boundaries in III, DII and references, estimated with BedTools. (**h**) Splicing assay using retinitis pigmentosa GTPase regulator (RPGR) minigenes containing CHERP target intron. Red letters indicated bases and scores that introduce mutation strengthening 5’ or 3’ splice site.

**Figure 4:**
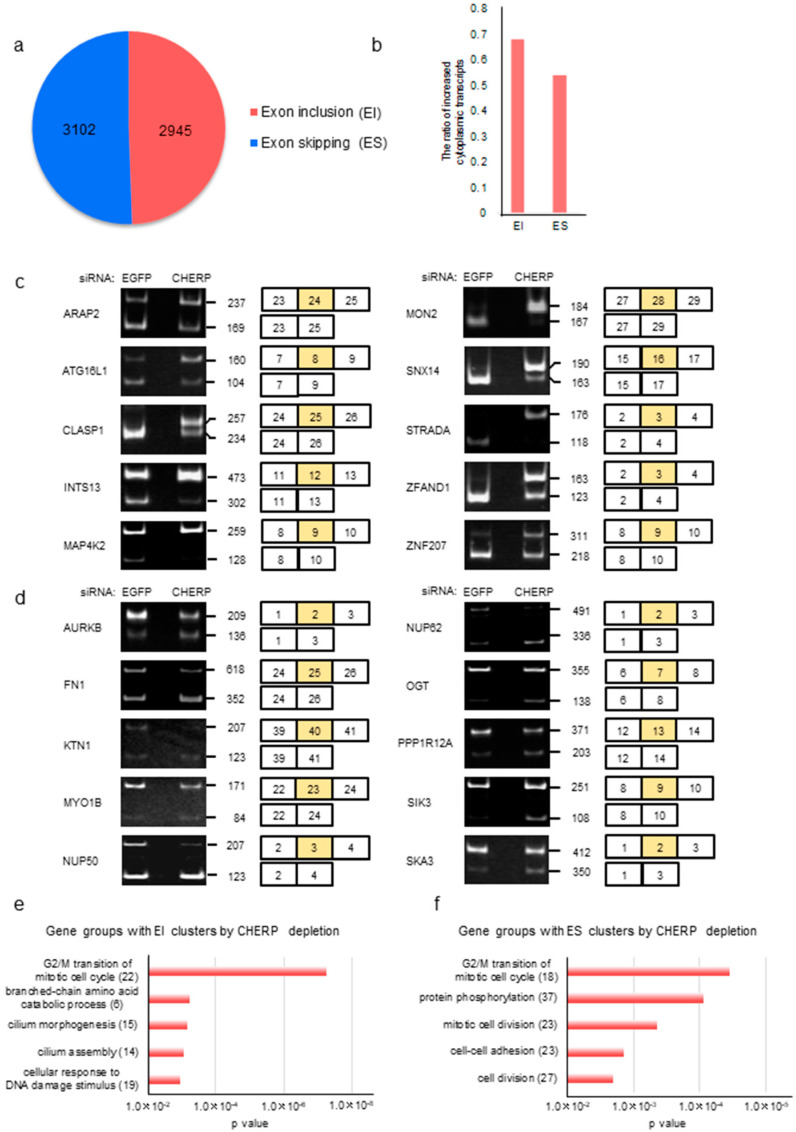
CHERP regulates transcripts with exon inclusion (EI) or exon skipping (ES). (**a**) Number of exon inclusion and skipping events after CHERP depletion. Target exons with FDR < 0.05 were considered statistically significant. (**b**) Cytoplasmic/nuclear expression ratios of mRNAs with EI or ES after CHERP depletion. Target exons with FDR < 0.05 were considered statistically significant. (**c**,**d**) RT-PCR validation of (**c**) EI or (**d**) ES induced by CHERP depletion. (**e**,**f**) GO groups enriched in transcripts with EI (**e**) or ES (**f**) induced by CHERP depletion are shown. FDR < 0.05, inclusion or skipping count ≥10, and IncLevelDifference ≤ –0.1 (EI) or ≥0.1 (ES) for RNA-Seq data were considered statistically significant.

**Figure 5:**
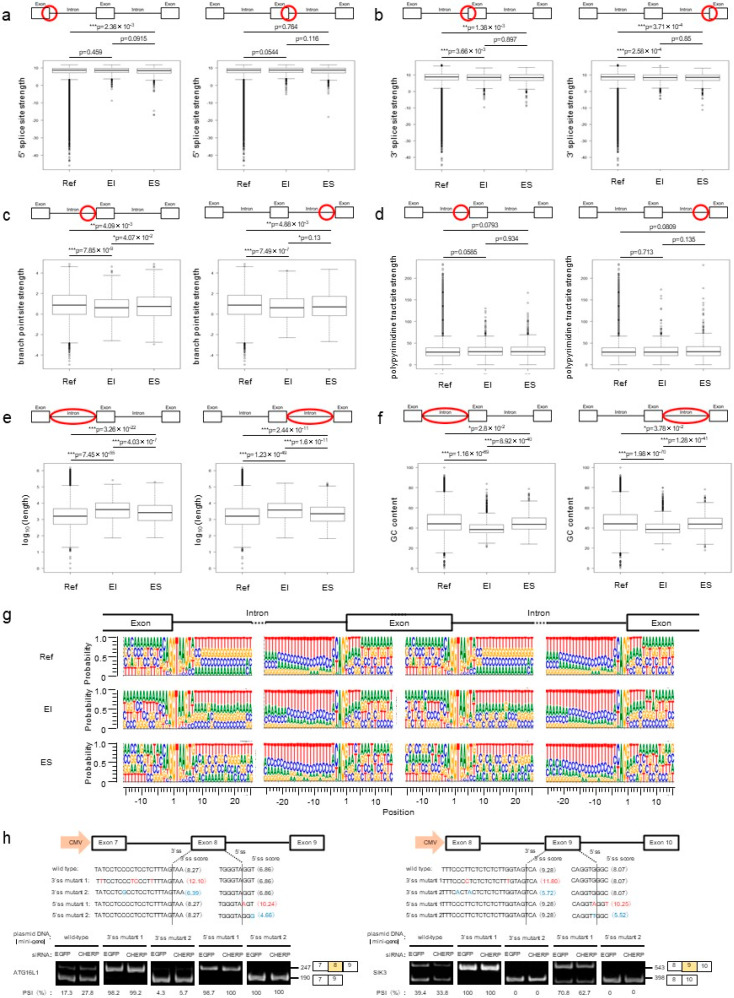
Characteristics of EI and ES induced by CHERP depletion. (**a**,**b**) 5′ and 3′ splice site scores after CHERP depletion, calculated by MaxEntScan. (**c**) Branch point site scores after CHERP depletion, calculated by SVM-BPfinder. (**d**) Polypyrimidine tract site scores after CHERP depletion, calculated by SVM-BPfinder. (**e**,**f**) Length and GC content of CHERP-targeted introns, analyzed by BedTools. (**a**–**f**) FDR < 0.05, inclusion or skipping count ≥ 10, and IncLevelDifference ≤ –0.1 (EI) or IncLevelDifference ≥0.1 (ES) were considered significantly different. For statistical analysis, Wilcoxon rank sum test was used to calculate *p*-value. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (**g**) Nucleotide sequences of exon–intron boundaries in EI, ES and references, estimated by BedTools. (**h**) Splicing assay using autophagy related 16 like 1 (ATG16L1) and serine/threonine-protein kinase 3 (SIK3) minigenes containing CHERP target introns. Red letters indicated bases and scores that introduce mutation strengthening 5’ or 3’ splice site. Blue letters indicated bases and scores that introduce mutation weakening 5’ or 3’ splice site.

**Figure 6:**
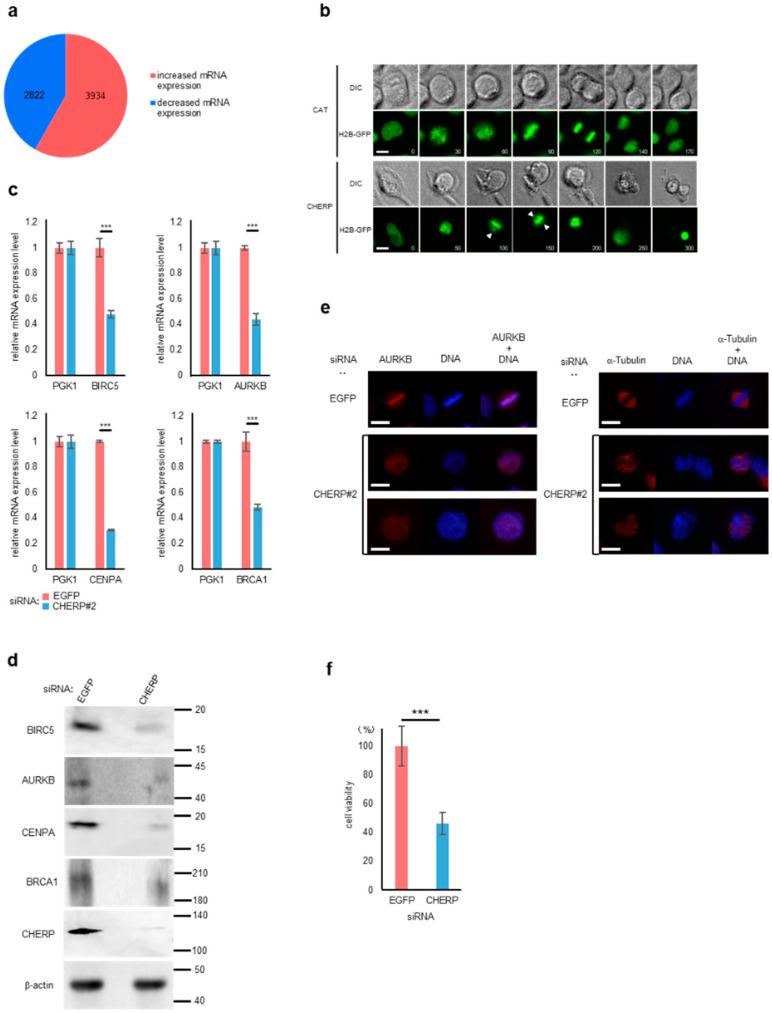
CHERP is involved in cell survival and cell death through the expression of cell cycle regulators. (**a**) Number of increased and decreased mRNA expression events after CHERP depletion. Events with FDR < 0.05 were considered statistically significant. (**b**) Live-cell imaging pictures of chloramphenicol acetyltransferase (CAT: control) and CHERP-depleted (CHERP#2) U2OS cells stably expressing histone 2B-green fluorescent proteins (H2B-GFP). The numbers at the bottom right side of the pictures indicates the time (min) from nuclear envelope breakdown (NEBD). The arrowhead indicates the misaligned chromosome. Scale bar, 10 μm. (**c**) Cytoplasmic expression of mRNAs under CHERP depletion. The mRNA expression of factors regulating the cell cycle (the Survivin/baculoviral IAP repeat containing 5 [BIRC5]), cell division (aurora kinase B [AURKB] and centromere protein A [CENPA]), and apoptosis (breast cancer type 1 [BRCA1]), was measured by reverse transcription-quantitative PCR (RT-qPCR) and normalized to the levels of phosphoglycerate kinase 1 (PGK1) mRNA. The bars indicated relative mRNA expression of samples treated with siRNA against EGFP (red) and CHERP#2 (blue). Statistical analyses were performed using one-way analysis of variance (ANOVA) followed by Dunnett’s test. *** *p* < 0.001. (**d**) The cytoplasmic expression of BIRC5, AURKB, CENPA and BRCA1 proteins after CHERP depletion, measured by Western blot. Protein levels were normalized to β-actin levels. (**e**) Effect of CHERP depletion on AURKB and α-Tubulin localization. Scale bar, 10 μm. (**f**) Effect of CHERP depletion on cell viability, measured by MTT assay. Statistical analyses were performed using Student’s t-test. *** *p* < 0.001.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23052555/s1.

## References

[1] Chen M., Manley J.L. (2009). Mechanisms of alternative splicing regulation: Insights from molecular and genomics approaches. Nat. Rev. Mol. Cell Biol..

[2] Fu X.D., Ares M. (2014). Context-dependent control of alternative splicing by RNA-binding proteins. Nat. Rev. Genet..

[3] Matera A.G., Wang Z. (2014). A day in the life of the spliceosome. Nat. Rev. Mol. Cell Biol..

[4] Wahl M.C., Will C.L., Lührmann R. (2009). The Spliceosome: Design Principles of a Dynamic RNP Machine. Cell.

[5] Black D.L. (2003). Mechanisms of alternative pre-messenger RNA splicing. Annu. Rev. Biochem..

[6] Wilkinson M.E., Charenton C., Nagai K. (2020). RNA Splicing by the Spliceosome. Annu. Rev. Biochem..

[7] Moore M.J., Query C.C., Sharp P.A. (1999). Splicing of Precursors to mRNA by the Spliceosome.

[8] Kim E., Goren A., Ast G. (2008). Alternative splicing: Current perspectives. BioEssays.

[9] Keren H., Lev-Maor G., Ast G. (2010). Alternative splicing and evolution: Diversification, exon definition and function. Nat. Rev. Genet..

[10] Zhou Z., Fu X.D. (2013). Regulation of splicing by SR proteins and SR protein-specific kinases. Chromosoma.

[11] Geuens T., Bouhy D., Timmerman V. (2016). The hnRNP family: Insights into their role in health and disease. Hum. Genet..

[12] Maris C., Dominguez C., Allain F.H.T. (2005). The RNA recognition motif, a plastic RNA-binding platform to regulate post-transcriptional gene expression. FEBS J..

[13] Laplante J.M., O’Rourke F., Lu X., Fein A., Olsen A., Feinstein M.B. (2000). Cloning of human Ca2+ homoeostasis endoplasmic reticulum protein (CHERP): Regulated expression of antisense cDNA depletes CHERP, inhibits intracellular Ca^2+^ mobilization and decreases cell proliferation. Biochem. J..

[14] Ryan T., Sharma P., Ignatchenko A., MacLennan D.H., Kislinger T., Gramolini A.O. (2011). Identification of novel ryanodine receptor 1 (RyR1) protein interaction with calcium homeostasis endoplasmic reticulum protein (CHERP). J. Biol. Chem..

[15] Lin-Moshier Y., Sebastian P.J., Higgins L.A., Sampson N.D., Hewitt J.E., Marchant J.S. (2013). Re-evaluation of the role of Calcium Homeostasis Endoplasmic Reticulum Protein (CHERP) in cellular calcium signaling. J. Biol. Chem..

[16] Sasaki-Osugi K., Imoto C., Takahara T., Shibata H., Maki M. (2013). Nuclear ALG-2 protein interacts with Ca^2+^ homeostasis endoplasmic reticulum protein (CHERP) Ca^2+^-dependently and participates in regulation of alternative splicing of inositol trisphosphate receptor type 1 (IP3R1) Pre-mRNA. J. Biol. Chem..

[17] De Maio A., Yalamanchili H.K., Adamski C.J., Gennarino V.A., Liu Z., Qin J., Jung S.Y., Richman R., Orr H., Zoghbi H.Y. (2018). RBM17 Interacts with U2SURP and CHERP to Regulate Expression and Splicing of RNA-Processing Proteins. Cell Rep..

[18] Yoshimoto R., Kaida D., Furuno M., Burroughs A.M., Noma S., Suzuki H., Kawamura Y., Hayashizaki Y., Mayeda A., Yoshida M. (2017). Global analysis of pre-mRNA subcellular localization following splicing inhibition by spliceostatin A. RNA.

[19] Legrain P., Rosbash M. (1989). Some cis- and trans-acting mutants for splicing target pre-mRNA to the cytoplasm. Cell.

[20] Okamura M., Yamanaka Y., Shigemoto M., Kitadani Y., Kobayashi Y., Kambe T., Nagao M., Kobayashi I., Okumura K., Masuda S. (2018). Depletion of mRNA export regulator DBP5/ DDX19, GLE1 or IPPK that is a key enzyme for the production of IP6, resulting in differentially altered cytoplasmic mRNA expression and specific cell defect. PLoS ONE.

[21] Zamore P.D., Green M.R. (1989). Identification, purification, and biochemical characterization of U2 small nuclear ribonucleoprotein auxiliary factor. Proc. Natl. Acad. Sci. USA.

[22] Hegele A., Kamburov A., Grossmann A., Sourlis C., Wowro S., Weimann M., Will C.L., Pena V., Lührmann R., Stelzl U. (2012). Dynamic Protein-Protein Interaction Wiring of the Human Spliceosome. Mol. Cell.

[23] Ahn E.Y., DeKelver R.C., Lo M.C., Nguyen T.A., Matsuura S., Boyapati A., Pandit S., Fu X.D., Zhang D.E. (2011). SON Controls Cell-Cycle Progression by Coordinated Regulation of RNA Splicing. Mol. Cell.

[24] Martín E., Vivori C., Rogalska M., Herrero-Vicente J., Valcárcel J. (2021). Alternative splicing regulation of cell-cycle genes by SPF45/SR140/CHERP complex controls cell proliferation. RNA.

[25] Lu X., Göke J., Sachs F., Jacques P.É., Liang H., Feng B., Bourque G., Bubulya P.A., Ng H.H. (2013). SON connects the splicing-regulatory network with pluripotency in human embryonic stem cells. Nat. Cell Biol..

[26] Damianov A., Ying Y., Lin C.H., Lee J.A., Tran D., Vashisht A.A., Bahrami-Samani E., Xing Y., Martin K.C., Wohlschlegel J.A. (2016). Rbfox Proteins Regulate Splicing as Part of a Large Multiprotein Complex LASR. Cell.

[27] Ying Y., Wang X.J., Vuong C.K., Lin C.H., Damianov A., Black D.L. (2017). Splicing Activation by Rbfox Requires Self-Aggregation through Its Tyrosine-Rich Domain. Cell.

[28] Cheah P.Y., Wong Y.H., Koh P.K., Loi C., Chew M.H., Tang C.L. (2014). A novel indel in exon 9 of APC upregulates a “skip exon 9” isoform and causes very severe familial adenomatous polyposis. Eur. J. Hum. Genet..

[29] Cho S., Moon H., Loh T.J., Jang H.N., Liu Y., Zhou J., Ohn T., Zheng X., Shen H. (2015). Splicing inhibition of U2AF^65^ leads to alternative exon skipping. Proc. Natl. Acad. Sci. USA.

[30] Echeverria G.V., Cooper T.A. (2014). Muscleblind-like 1 activates insulin receptor exon 11 inclusion by enhancing U2AF65 binding and splicing of the upstream intron. Nucleic Acids Res..

[31] Anczuków O., Akerman M., Cléry A., Wu J., Shen C., Shirole N.H., Raimer A., Sun S., Jensen M.A., Hua Y. (2015). SRSF1-Regulated Alternative Splicing in Breast Cancer. Mol. Cell.

[32] Anczuków O., Rosenberg A.Z., Akerman M., Das S., Zhan L., Karni R., Muthuswamy S.K., Krainer A.R. (2012). The splicing factor SRSF1 regulates apoptosis and proliferation to promote mammary epithelial cell transformation. Nat. Struct. Mol. Biol..

[33] Calarco J.A., Superina S., O’Hanlon D., Gabut M., Raj B., Pan Q., Skalska U., Clarke L., Gelinas D., van der Kooy D. (2009). Regulation of Vertebrate Nervous System Alternative Splicing and Development by an SR-Related Protein. Cell.

[34] Dauksaite V., Gotthardt M. (2018). Molecular basis of titin exon exclusion by RBM20 and the novel titin splice regulator PTB4. Nucleic Acids Res..

[35] Ray D., Kazan H., Chan E.T., Castillo L.P., Chaudhry S., Talukder S., Blencowe B.J., Morris Q., Hughes T.R. (2009). Rapid and systematic analysis of the RNA recognition specificities of RNA-binding proteins. Nat. Biotechnol..

[36] Ajiro M., Jia R., Yang Y., Zhu J., Zheng Z.M. (2015). A genome landscape of SRSF3-regulated splicing events and gene expression in human osteosarcoma U2OS cells. Nucleic Acids Res..

[37] Zhou X., Wu W., Li H., Cheng Y., Wei N., Zong J., Feng X., Xie Z., Chen D., Manley J.L. (2014). Transcriptome analysis of alternative splicing events regulated by SRSF10 reveals position-dependent splicing modulation. Nucleic Acids Res..

[38] Kuroyanagi H., Watanabe Y., Suzuki Y. (2013). Position-dependent and neuron-specific splicing regulation by the CELF family RNA-binding protein UNC-75 in Caenorhabditis elegans. Nucleic Acids Res..

[39] Bechara E.G., Sebestyén E., Bernardis I., Eyras E., Valcárcel J. (2013). RBM5, 6, and 10 differentially regulate NUMB alternative splicing to control cancer cell proliferation. Mol. Cell.

[40] Imai T., Tokunaga A., Yoshida T., Hashimoto M., Mikoshiba K., Weinmaster G., Nakafuku M., Okano H. (2001). The Neural RNA-Binding Protein Musashi1 Translationally Regulates Mammalian numb Gene Expression by Interacting with Its mRNA. Mol. Cell. Biol..

[41] Ruth Zearfoss N., Deveau L.M., Clingman C.C., Schmidt E., Johnson E.S., Massi F., Ryder S.P. (2014). A conserved three-nucleotide core motif defines musashi RNA binding specificity. J. Biol. Chem..

[42] Chawla G., Lin C.-H., Han A., Shiue L., Ares M., Black D.L. (2009). Sam68 Regulates a Set of Alternatively Spliced Exons during Neurogenesis. Mol. Cell. Biol..

[43] Iijima T., Wu K., Witte H., Hanno-Iijima Y., Glatter T., Richard S., Scheiffele P. (2011). SAM68 regulates neuronal activity-dependent alternative splicing of neurexin-1. Cell.

[44] Wang Q., Wang Y., Liu Y., Zhang C., Luo Y., Guo R., Zhan Z., Wei N., Xie Z., Shen L. (2019). U2-related proteins CHERP and SR140 contribute to colorectal tumorigenesis via alternative splicing regulation. Int. J. Cancer.

[45] Moore M.J., Wang Q., Kennedy C.J., Silver P.A. (2010). An alternative splicing network links cell-cycle control to apoptosis. Cell.

[46] Ramírez-valle F., Badura M.L., Braunstein S., Narasimhan M., Schneider R.J. (2010). Mitotic Raptor Promotes mTORC1 Activity, G 2/M Cell Cycle Progression, and Internal Ribosome Entry Site-Mediated. Mol. Cell. Biol..

[47] Maggioni D., Garavello W., Rigolio R., Pignataro L., Gaini R., Nicolini G. (2013). Apigenin impairs oral squamous cell carcinoma growth in vitro inducing cell cycle arrest and apoptosis. Int. J. Oncol..

[48] Yamazaki T., Fujiwara N., Yukinaga H., Ebisuya M., Shiki T., Kurihara T., Kioka N., Kambe T., Nagao M., Nishida E. (2010). The Closely Related RNA helicases, UAP56 and URH49, Preferentially Form Distinct mRNA Export Machineries and Coordinately Regulate Mitotic Progression. Mol. Biol. Cell.

[49] Fujita K., Yamazaki T., Harada K., Seno S., Matsuda H., Masuda S. (2020). URH49 exports mRNA by remodeling complex formation and mediating the NXF1-dependent pathway. Biochim. Biophys. Acta Gene Regul. Mech..

[50] Kurata M., Fujiwara N., Fujita K., Yamanaka Y., Seno S., Kobayashi H., Miyamae Y., Takahashi N., Shibuya Y., Masuda S. (2019). Food-Derived Compounds Apigenin and Luteolin Modulate mRNA Splicing of Introns with Weak Splice Sites. iScience.

[51] Carpenter A.E., Jones T.R., Lamprecht M.R., Clarke C., Kang I.H., Friman O., Guertin D.A., Chang J.H., Lindquist R.A., Moffat J. (2006). CellProfiler: Image analysis software for identifying and quantifying cell phenotypes. Genome Biol..

[52] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[53] Bo L., Dewey C.N. (2011). RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[54] Leng N., Dawson J.A., Thomson J.A., Ruotti V., Rissman A.I., Smits B.M.G., Haag J.D., Gould M.N., Stewart R.M., Kendziorski C. (2013). EBSeq: An empirical Bayes hierarchical model for inference in RNA-seq experiments. Bioinformatics.

[55] Shen S., Park J.W., Lu Z., Lin L., Henry M.D., Wu Y.N., Zhou Q., Xing Y. (2014). rMATS: Robust and flexible detection of differential alternative splicing from replicate RNA-Seq data. Proc. Natl. Acad. Sci. USA.

[56] Danecek P., Bonfield J.K., Liddle J., Marshall J., Ohan V., Pollard M.O., Whitwham A., Keane T., McCarthy S.A., Davies R.M. (2021). Twelve years of SAMtools and BCFtools. Gigascience.

[57] Huang D.W., Sherman B.T., Lempicki R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[58] Huang D.W., Sherman B.T., Lempicki R.A. (2009). Bioinformatics enrichment tools: Paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res..

[59] Yeo G., Burge C.B. (2004). Maximum entropy modeling of short sequence motifs with applications to RNA splicing signals. J. Comput. Biol..

[60] Corvelo A., Hallegger M., Smith C.W.J., Eyras E. (2010). Genome-Wide Association between Branch Point Properties and Alternative Splicing. PLoS Comput. Biol..

[61] Quinlan A.R., Hall I.M. (2010). BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics.

[62] Crooks G., Hon G., Chandonia J., Brenner S. (2004). WebLogo: A sequence logo generator. Genome Res..

[63] Li J., Huang H., Sun L., Yang M., Pan C., Chen W., Wu D., Lin Z., Zeng C., Yao Y. (2009). MiR-21 indicates poor prognosis in tongue squamous cell carcinomas as an apoptosis inhibitor. Clin. Cancer Res..

# Supplementary material for: CHERP Regulates the Alternative Splicing of pre-mRNAs in the Nucleus
**Source:** Int J Mol Sci. 2022 Feb 25;23(5):2555. doi: 10.3390/ijms23052555
**Supplement:** Supplementary file 1

### Supplementary Figure Legend

#### Figure S1. Role of CHERP in mRNA metabolism in the nucleus.

(A) Expression of CHERP in U2OS cells after transfection with siRNAs against EGFP (control) or CHERP (CHERP#1) determined by Western blot. GAPDH was used to control sample loading. Samples were prepared 48 h after transfection. (B) Localization of poly(A)<sup>+</sup> RNAs analyzed by RNA-FISH 48 h after transfection of U2OS cells with siRNA against EGFP (control) or CHERP (CHERP#1). Poly(A)<sup>+</sup> RNAs were detected with Alexa 594 labeled oligo-d(T)<sub>45</sub> probes. DNA was stained with DAPI. Scale bar, 20  $\mu$ m. (C) CHERP interacting partners were purified from nuclear extracts from HEK293 Flp-In<sup>TM</sup> T-REx<sup>TM</sup> cells expressing FLAG-CHERP and were analyzed by silver staining. (D) Venn diagram showing the number of proteins interacting with CHERP. The numbers indicate, from left to right, the number of proteins interacting with CHERP in only the first analysis, in both analysis the first and the second analysis, and in only the second analysis. (E) GO groups enriched in proteins interacting with FLAG-CHERP. Proteins with protein score > 0 (Tables S1) were analyzed by GO term. (F) CHERP interacting proteins were analyzed by Western blot. The antibodies are indicated on the left side of each panel. (G) CHERP mRNA expression in U2OS cells transfected with siRNAs against EGFP (control) or CHERP (CHERP#2) determined by RT-qPCR. The expression levels were normalized to PGK1 levels. (H) The efficacy of the subcellular fractionation for RNA preparation was confirmed by RT-PCR using tRNA (mostly cytoplasmic fraction), U6 small nuclear RNA (snRNA) (nuclear fraction), and E2F transcription factor 8 (E2F8) (E2F8) (unspliced transcript: nuclear fraction, spliced transcript: both fractions).

#### Figure S2. CHERP regulates retained introns in transcripts.

(A) Quantile log plots showing expression and fold changes of III (left) and DII (right) with FDR < 0.05 in the cytoplasm. Red and blue dots indicate the levels of III and DII, respectively, of corresponding mRNAs. (B) GO groups enriched in transcripts with retained introns (RI) after CHERP depletion. FDR < 0.05, inclusion or skipping count  $\geq 10$  and IncLevelDifference  $\geq |0.1|$  for RNA-Seq data was considered statistically significant.

#### Figure S3. Characteristics of retained introns induced by CHERP depletion.

(A, B) 5' and 3' splice site scores after CHERP depletion calculated by MaxEntScan. (C) Branch point site scores after CHERP depletion calculated by SVM-BPfinder. (D) Polypyrimidine tract site scores after CHERP depletion calculated by SVM-BPfinder. (E, F) Length and GC content of CHERP-targeted introns analyzed by BedTools. (A–F) FDR < 0.05, inclusion or skipping count  $\geq 10$ , and IncLevelDifference  $\geq |0.1|$  were considered significant. All introns were used as references introns. For statistical analyses, Wilcoxon rank sum test was used to calculate P-value. (G) Nucleotide sequences of exon-intron boundaries in retained introns and references estimated by BedTools.

#### Figure S4. CHERP regulates skipped exons in transcripts.

(A) Quantile-log plot expression level and fold changes of EI (left) or ES (right) with FDR < 0.05 in the cytoplasm. Orange and green dots indicate the levels of EI and ES, respectively, for corresponding mRNAs in the cytoplasm. (B) GO groups enriched in transcripts with skipped exons after CHERP depletion. FDR < 0.05, inclusion or skipping count  $\geq 10$  and IncLevelDifference  $\geq |0.1|$  for RNA-Seq data was considered statistically significant.

**Figure S5.** Characteristics of SE induced by CHERP depletion.

(A, B) 5' and 3' splice site scores in the CHERP-regulated splice sites calculated by MaxEntScan. (C) Branch point site scores after CHERP depletion calculated by SVM-BPfinder. (D) Polypyrimidine tract site scores after CHERP depletion calculated by SVM-BPfinder. (E, F) Length and GC content of CHERP-targeted introns analyzed by BedTools. (A–F)  $FDR < 0.05$ , inclusion or skipping count  $\geq 10$ , and IncLevelDifference  $\geq |0.1|$  was considered statistically significant. All introns were used as references introns. For statistical analyses, Wilcoxon rank sum test was used to calculate P-value. (G) Nucleotide sequences of exon-intron boundaries in SE and references estimated by BedTools.

**Figure S6.** GO analysis of mRNA with increased and decreased cytoplasmic expression after CHERP depletion.

(A) GO groups enriched in mRNAs with a significantly increased cytoplasmic expression after CHERP depletion.  $FDR < 0.05$  and fold change  $\geq 1.5$  for RNA-Seq data was considered statistically significant. (B) GO groups enriched in mRNAs with a significantly decreased cytoplasmic expression after CHERP depletion.  $FDR < 0.05$  and fold change  $\leq 0.67$  for RNA-Seq data was considered statistically significant.

# Supplementary material for: CHERP Regulates the Alternative Splicing of pre-mRNAs in the Nucleus
**Source:** Int J Mol Sci. 2022 Feb 25;23(5):2555. doi: 10.3390/ijms23052555
**Supplement:** Supplementary file 1

ungrouped

**protein score**

high

low

ungrouped

**protein score**

**high**

**low**

# Supplementary material for: CHERP Regulates the Alternative Splicing of pre-mRNAs in the Nucleus
**Source:** Int J Mol Sci. 2022 Feb 25;23(5):2555. doi: 10.3390/ijms23052555
**Supplement:** Supplementary file 1

| Name                                  | Description                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|---------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| pcDNA5 FRT/TO                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| pcDNA5 3xFlag FRT/TO                  | 3 × Flag inserted in the HindIII site pcDNA5 FRT/TO                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| pcDNA5 3xFlag CHERP FRT/TO            | CHERP (coding sequence), 2751bp<br>inserted in the Asp718 I / EcoRV site pcDNA5 3xFlag FRT/TO                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| pOG44                                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| pcDNA5 3xFlag RPGR_e14_e15 FRT/TO     | RPGR from exon14 to exon15 (including intron14), 948bp<br>inserted in the BamH I / Xho I site of pcDNA5 3xFlag CHERP FRT/TO<br>ARAP2 from exon23 to exon25 (including intron23 and intron24), 4266bp<br>inserted in the BamH I / Xho I site of pcDNA5 3xFlag CHERP FRT/TO<br>ATG16L1 from exon7 to exon9 (including intron7 and intron8), 1813bp<br>inserted in the BamH I / Xho I site of pcDNA5 3xFlag CHERP FRT/TO<br>PPP1R12A from exon12 to exon14 (including intron12 and intron13), 1739bp<br>inserted in the BamH I / Xho I site of pcDNA5 3xFlag CHERP FRT/TO<br>SIK3 from exon8 to exon10 (including intron8 and intron9), 990bp<br>inserted in the BamH I site of pcDNA5 3xFlag CHERP FRT/TO |
| pcDNA5 3xFlag ARAP2_e23_e25 FRT/TO    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| pcDNA5 3xFlag ATG16L1_e7_e9 FRT/TO    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| pcDNA5 3xFlag PPP1R12A_e12_e14 FRT/TO |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| pcDNA5 3xFlag SIK3_e8_e10 FRT/TO      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

How the deposited data were processed for this re-analysis (not part of the article)

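RNA of U2OS cells was sequenced 48 h after transfection with 20 nM EGFP or CHERP #2 siRNA, from whole cells and from the cytoplasm, with 2 libraries for each siRNA and fraction and 8 libraries in all. The methods describe TruSeq stranded mRNA libraries read on a NextSeq instrument, mapped to hg19 with STAR. For splicing, the authors ran rMATS, whose version the methods do not give, and deposited 10 tables, 1 for each of the 5 event types and 2 fractions. Each table gives the reads on the inclusion form and on the skipping form in each library, without normalization, the effective length of each form, the authors' p-value and FDR for the event, and the authors' score for the difference in inclusion level, EGFP minus CHERP. Differences are given here as CHERP minus EGFP. For expression, the authors ran RSEM with GENCODE 19 and EBSeq on the cytoplasmic libraries. The deposited table gives the signal of each siRNA as a mean of normalized counts over its libraries, the authors' fold ratio of CHERP over EGFP and a posterior probability, for the genes past the threshold alone. The rMATS tables also hold 20 columns of inclusion levels per library, which were not used, since the levels were computed from the reads and lengths. The libraries in a cell of these tables carry no replicate number, so they were used as replicates without a number and as first and second library in the order of the cell.

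The depth was taken as the reads summed over all events of the 5 types. It lay between 29409956 and 35664568 per whole-cell library and between 5370756 and 6580099 per cytoplasmic library, and reads on several events count at each. In whole cells 13.4% of the SE events and 13.2% of the RI events had a mean of under 10 reads per library, and in the cytoplasm 24.1% and 26.9%. Intervals on shares are 95% Wilson intervals and cover counting error only. With 2 libraries per group, the spread of a single event is poorly known.

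Every deposited event with reads in both groups was tested. A quasi-binomial model of inclusion against skipping reads was fitted, and its Pearson dispersion was moderated across the events of a type with the squeezeVar function of limma 3.58.1 in R 4.3.3, with a trend on the mean reads and a floor at 1. The prior degrees of freedom came out infinite in all 10 tables. Every event therefore received the dispersion that events of its type have at its read depth, and its own spread between libraries had no weight. The dispersion used lay between 1.17 and 10.9, so the floor was never reached. p-values were adjusted by the Benjamini-Hochberg method within the event type, with a threshold of 0.05 as in the paper. Events present in both fractions at the same coordinates were tested for an interaction of siRNA and fraction with the same dispersion rule. Because each cell joins the reads of 2 libraries, the columns were not taken as a count table, and the conditional alternative with count models of inclusion and skipping reads was not run.

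Gene abundance in a library was the sum over the gene's SE, A5SS and A3SS events of reads over effective length, scaled by median ratios. It was tested with limma on log2(value + 0.01) for genes with a mean of at least 20 reads per library. This abundance follows the events of a gene and leaves out genes without one. Genes with whole-cell III, DII, EI or ES events were compared with the other genes by a permutation test with 100000 resamples, whose smallest p is 1e-05.

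For intron properties, the sets had an FDR under 0.05, a difference of at least 0.1 and a mean of at least 10 inclusion or skipping reads. The reference was 95806 distinct introns beside SE exons. Sequences were read from GRCh37, the assembly named hg19 in the methods, with samtools 1.23.1 and pysam 0.24.0. GENCODE 44 lifted to GRCh37 gave gene parts and the annotation introns, whereas the authors used GENCODE 19. Splice sites were scored by log odds under base frequencies of the reference sites against a background of 0.25 per base. MaxEntScan, SVM-BPfinder and gene ontology analysis were not used here. The 42 main comparisons were adjusted together. Exon properties were adjusted over 12 tests, and flanking introns against exons with the same reads over 8. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

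The tests were run on simulated data with 200 changed events or genes. With the same dispersion for all events, the quasi-binomial test recovered 31.0% of the changed whole-cell SE events and 62.0% of the RI events at a change of 1.5 in the natural log of the odds, with 0% and 2.36% false calls, and 15.0% and 46.5% in the cytoplasm. That dispersion was 1.6, below the real medians of 2.60 for whole-cell SE and 2.52 for whole-cell RI events. Changed events were drawn from those with a mean of at least 20 reads and an inclusion away from both extremes. The whole-cell recovery may therefore be overstated. With dispersion that varied between events, the false calls were 21.5% for whole-cell SE, 9.92% for whole-cell RI, 14.0% for cytoplasmic SE and 1.47% for cytoplasmic RI, so that the FDR of single SE events is understated where dispersion varies. The interaction test recovered 35.0% of changed RI events and 13.5% of SE events. limma on gene abundance recovered 83.0% of changed genes in whole cells with 7.26% false calls, and 69.5% in the cytoplasm. The permutation test of introns gave p under 0.05 in 4 of 40 unshifted draws and 39 of 40 shifted ones.

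Genes and events to be named and the alternative settings were fixed before the data were examined. The names were the introns and exons of the RT-PCR panels, matched by the length of the target to the difference between the product lengths, CHERP, AURKB, BIRC5, CENPA, BRCA1 and PGK1 for expression, and in each of III, DII, EI and ES the 3 largest differences past the threshold with at least 20 reads and no overlap between libraries. Of 26 listed genes, 16 had an event of the exact length. The results of some of the named genes are not reported here. Other named events were chosen after their values were seen and are marked so. These settings covered the test, the floor, read minimums of 10 and 50, a difference of 0.1, an FDR of 0.01, 1 event per target, each library left out, the event set, the pseudocount, the scaling and the reference introns. Chosen after seeing the data were a dispersion taken from groups with at least 10 reads of the rarer form, the set by the authors' FDR for GC content, splice site and base composition, and unchanged events as reference for base composition. The rarer-form minimum was first run on the real tables as the main setting before the design fixed beforehand was restored, and minimums of 5 and 20 were tried on simulated data alone.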

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

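For the introns below, the tests of the read minimum, of the read length and of a single library at SLC25A3 were chosen only after the results were seen, and the test of thinned reads was set beforehand.

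The effect of CHERP depletion on inclusion differed between whole-cell and cytoplasmic libraries for 3 of the 1599 RI events present in both, by the interaction of siRNA and fraction on the odds scale, while 67 had an unadjusted p under 0.05. For SE, 0 of 23892 events differed and 689 had an unadjusted p under 0.05. The 3 introns were chosen after their values were seen. The SMYD2 intron on chromosome 1 from 214505536 to 214507542 (interaction FDR 0.0396) had a difference in inclusion level of 0.0855 in whole cells and -0.00627 in the cytoplasm, which are 1.66 and -0.50 in log2 odds. With each library left out, the SMYD2 difference in whole cells was 0.0549 to 0.116, the lowest value without the first CHERP siRNA library. The SRSF5 intron on chromosome 14 from 70235969 to 70237183 (interaction FDR 0.0415) changed by -0.0456 in whole cells, with an FDR of 0.322, and by -0.0655 in the cytoplasm, with an FDR of 4.60e-09. In log2 odds the SRSF5 changes were -0.28 and -1.33. The SLC25A3 intron on chromosome 12 from 98987519 to 98987752 (interaction FDR 0.0205) rose by 0.0683 in whole cells and by 0.0468 in the cytoplasm, or by 2.54 and 0.32 in log2 odds. With each cytoplasmic library left out, the SLC25A3 difference in the cytoplasm was 0.0198 to 0.0739.

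Whether the number of reads in a fraction contributes stays open. The 3 introns had at least 54 reads in each library, so that a required mean of at least 10 reads in each fraction removed none of them, and their highest FDR of 0.0334 under it decides nothing. For SLC25A3 a single library may account for the difference. The EGFP siRNA libraries of whole cells had 971 and 64 reads there, with inclusion levels of 0.0245 and 0.157. Without the first of them the whole-cell difference of SLC25A3 was 0.00206, and without the second 0.134. The shared dispersion gives such a distance between libraries no weight. Read length cannot be told apart from fraction: the effective length of the skipping form of RI events was 73 in all cytoplasmic libraries and 144 in all whole-cell libraries, and no fraction was read at both lengths. A biological difference between whole-cell and cytoplasmic RNA stays open for the 3 introns and was not tested.

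The paper uses the cytoplasmic libraries for expression. Their splicing tables had 82 changed SE events, 36 MXE, 14 A5SS, 13 A3SS and 36 RI at an FDR under 0.05, the last with 6 increases and 30 decreases. No untreated libraries were analysed here to set a background. In simulated cytoplasmic data with varying dispersion, 14.0% of the SE calls and 1.47% of the RI calls were false. Of the whole-cell changes present in both tables, 440 of 469 SE events and 51 of 64 RI events had the same sign in the cytoplasm. Fewer events changed than in whole cells, and the lower read number could account for that. Whole-cell reads thinned to the cytoplasmic totals gave a median of 31 changed SE events over 5 draws (27 to 33), below the 82 of the cytoplasm. The thinned reads were spread over 63977 SE events, against 31924 in the cytoplasm, so that the reads per event were not matched. A biological difference between the fractions was not tested. The number of reads cannot be told apart from other differences between the fractions, because thinning more than removed the gap and the dispersion also differed, with a median of 1.89 for cytoplasmic and 2.60 for whole-cell SE events.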

How the results depend on the processing

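Chosen only after the data were seen were the dispersion from groups with at least 10 reads of the rarer form, the set by the authors' FDR for GC content, splice site scores and base composition, and the unchanged events as reference for base composition. For the changes below the cause was not tested unless stated.

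The number of changed events depended on the test. With the FDR of the authors' deposited table, changed whole-cell events were 4203 SE (6.57%, 2078 EI and 2125 ES), 574 MXE (4.25%), 247 A5SS (7.56%), 318 A3SS (6.47%) and 503 RI (13.5%, 239 III and 264 DII), and cytoplasmic ones 1053 SE, 76 MXE, 72 A5SS, 113 A3SS and 77 RI. With limma on the log2 odds of inclusion, 0 events (0%) of each type passed in either fraction, EI, ES, III and DII included, while 5275 SE, 1234 MXE, 256 A5SS, 359 A3SS and 346 RI events in whole cells, and 2643, 371, 170, 268 and 178 in the cytoplasm, had an unadjusted p under 0.05. With the dispersion from the rarer form, there were 113 MXE (0.837%), 0 A5SS (0%, with 226 at an unadjusted p under 0.05) and 75 RI events (2.02%, 27 III) in whole cells, 1.23% of SE events, and 22 SE, 1 MXE, 6 A3SS and 9 RI events in the cytoplasm. Removing the floor on the dispersion moved nothing, since no dispersion reached it, and says nothing about stability. The moderation gave every event the dispersion of its type at its read depth, so that an event's own libraries did not enter.

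A stricter criterion removes events by its construction. With an FDR under 0.01, changed whole-cell events were 355 SE (0.555%, 185 EI and 170 ES), 124 MXE (0.918%), 33 A3SS (0.671%) and 70 RI (1.88%, 24 III and 46 DII), and cytoplasmic ones 48 SE, 20 MXE, 5 A5SS, 7 A3SS and 12 RI. With a difference of at least 0.1 they were 363 SE (0.567%, 184 EI and 179 ES), 115 MXE (0.852%), 17 A5SS (0.520%), 37 A3SS (0.753%) and 52 RI (1.40%, 22 III and 30 DII), and 9 A5SS, 5 A3SS and 8 RI in the cytoplasm. Requiring a mean of at least 10 reads raised the whole-cell shares to 1.08% for SE and 4.03% for RI. Requiring 50 raised them to 1.55% for SE, 2.09% for MXE, 2.61% for A5SS, 2.58% for A3SS and 6.65% for RI, and left 13 MXE events in the cytoplasm. With 1 event per target the SE share was 1.07%. In whole cells the RI share was the highest of the 5 types under each of these settings except limma, where all were 0%.

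Among genes with changed events, the set by the authors' FDR gave 54.3% of DII genes, 28.2% of EI genes and 34.5% of ES genes listed as increased. In that set the EI median of -0.069 passed the threshold, and the III median was -0.17. With a difference of at least 0.1, 50% of DII genes were listed as increased and the EI median of -0.19 passed. With the set from cytoplasmic libraries, 60% of 5 III genes and 47.1% of EI genes were listed as increased, the III median reversed to 0.11, and the ES median of 0.18 no longer passed, where the smaller number of genes follows from the set.

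Intron properties depended on the reference and on the set. Against unchanged RI events, the length ratio reversed to 2.24 for III and 2.64 for DII. The 5′ score reversed to 0.948 and 0.502 above the reference and the 3′ score to 0.322 and 1.3, and none of these scores passed. The GC content of III reversed to -8.81 percentage points, while that of DII passed at -11.4. Thymine reversed to 7.94 (III) and 7.96 (DII) points above at the 5′ end and 5.83 and 8.62 at the 3′ end. With the set by the authors' FDR, the 5′ score passed at -1.46 for III, -1.29 for DII and 0.228 upstream of ES, the 3′ score at 0.219 downstream of EI, GC content at 6.56 points for III and 1.3 downstream of ES, and the pyrimidine percent at 0.783 points downstream of ES. There the mean rank of DII introns, which had not differed from the reference in GC content or pyrimidine percent, passed on its other side, with means 8.63 points above (GC) and at -2.49 points (pyrimidine), where the smaller set had -0.346 and -0.156. In the same set the length ratio downstream of ES was 0.984 with a mean rank on the other side of the reference. With the FDR alone, the length ratios of EI introns of 1.21 upstream and 1.02 downstream no longer passed.

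Leaving out a library leaves 1 in its group, so only values are given. Over the 4 such fits per fraction, whole-cell events with a difference of at least 0.1 and no test numbered 475 to 531 (III), 465 to 556 (DII), 5989 to 6032 (EI) and 6489 to 6731 (ES), and cytoplasmic ones 177 to 194, 214 to 231, 4180 to 4340 and 4590 to 4914. The median cytoplasmic log2 fold change ran from -0.53 to -0.42 for III, 0.35 to 0.47 for DII, -0.14 to -0.062 for EI and 0.11 to 0.13 for ES. CHERP itself ran from -4.30 to -2.62 in whole cells and from -2.93 to -2.44 in the cytoplasm. No paired analysis was possible because the libraries in a cell of the deposited tables carry no replicate number. The conditional fits with count models of inclusion and skipping reads were not run.

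Of 39 named events, limma on the log2 odds left 27 weaker and 12 unchanged, the authors' FDR made 8 stronger, and the rarer-form dispersion made 3 weaker (CANT1, NCKAP5L and ADAM32, no longer past the threshold) and 2 stronger (MAP4K2 and SIK3). Read minimums of 10 and of 50 each made 1 stronger, DVL3 with FDRs of 0.0437 and 0.0250. Counted over all results of single genes, events and base composition and all settings, 473 values kept their direction and side of the threshold, 30 were weaker, 19 stronger and 5 reversed. The main results, such as the numbers and shares of changed events, were less stable. Of their values, 222 were counted as the same, 104 as moved, 8 as reversed, 9 as stronger and 3 as weaker. Scaling genes by total abundance gave 1411 increased and 2099 decreased genes (40.2% increased) against 1791 and 1724 (51.0%). The depth limits the events with few reads, and in simulated data 31.0% of changed whole-cell SE events were recovered.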

Differences from the paper's values

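The scale on the genes listed as changed and the exons 1 base from a panel length were chosen only after the values were seen, as were the settings named so below.

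The paper gives 290 III and 389 DII events, and the quasi-binomial test gave 51 and 70. It gives 2945 EI and 3102 ES, against 292 and 279 here. Of the alternatives set before the data were examined, the FDR of the authors' deposited table gave 239 III, 264 DII, 2078 EI and 2125 ES, within 1.5 times of the paper's numbers, and no other did. The number of changed events is about 6000 SE, about 990 MXE, about 360 A5SS, about 440 A3SS and about 680 RI in Fig. 1f, read by eye, against 571, 216, 37, 56 and 121 here. The FDR of the authors' deposited table brought SE (4203), A5SS (247), A3SS (318) and RI (503) within 1.5 times, and not MXE (574), for which none of the alternatives did. The tables analysed here hold fewer events than the paper counts, which bears on these numbers: 63977 SE, 13501 MXE, 3268 A5SS, 4916 A3SS and 3717 RI, against about 83000, about 20000, about 3800, about 5700 and about 4100 in Fig. 1f, read by eye. The share of changed events is about 7.3% for SE, about 5% for MXE, about 9.3% for A5SS, about 7.6% for A3SS and about 17% for RI in Fig. 1g, read by eye, against 0.893%, 1.6%, 1.13%, 1.14% and 3.26% here. The same FDR gave 6.57%, 4.25%, 7.56%, 6.47% and 13.5%, all within 1.5 times.

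The paper gives 3934 increased and 2822 decreased genes in the cytoplasm. limma on gene abundance gave 1791 and 1724. Scaling by the total abundance gave 2099 decreased genes, within 1.5 times, and none of the alternatives closed the gap for increased genes. The authors' deposited table itself lists 3934 and 2823.

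The captions of Fig. 2b and Fig. 4b name cytoplasmic/nuclear ratios, while their axes are labelled as a ratio of increased cytoplasmic transcripts. The values here are shares of genes listed as increased in the cytoplasm, which follows the axes, and nuclear libraries were not analysed here, so that both need not be on one scale. The bars stand at about 37% for III and about 67% for EI in Fig. 2b and Fig. 4b, read by eye and taken as shares, against 22.4% and 36.6% here. The set by the authors' FDR gave 28.2% for III, and the set from cytoplasmic libraries 47.1% for EI, both within 1.5 times, and no other alternative set before the data were examined did. Over the genes listed as changed alone, a scale chosen after seeing the values, the shares were 37.9% for III and 58.6% for EI, within 1.5 times of the paper's. The EI share was close to the 58.2% of all listed genes. The ES bar stands at about 54%, read by eye, against 71.4% here on this scale. EI thus lay above ES in the paper and below it here.

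Some statements of the paper were not met by the values. It states that EI genes tended to increase in the cytoplasm and that ES genes were little affected, and here 36.6% of EI and 52.6% of ES genes were listed as increased, with medians of -0.10 and 0.11. The cytoplasmic set gave 47.1% for EI and 51.9% for ES. Over the genes listed as changed, a scale chosen after seeing the values, the shares were 58.6% for EI and 71.4% for ES, against 58.2% of all listed genes. It states weaker 5′ and 3′ splice sites in III and DII. Here the 3′ score was lower in III, the DII adjusted p was 0.0537 and neither 5′ score passed, while the set by the authors' FDR, chosen after seeing the data, called both 5′ scores lower, and the 3′ score of DII with an unadjusted permutation p of 1e-05. It states weaker polypyrimidine tracts in III by the SVM-BPfinder score, which was not computed here. The pyrimidine percent, another measure, was 64.7% over 22 III introns against 64.9% (p = 0.761 from the permutation test), so that the paper's score was not tested. It states a higher GC content in DII, which here was 41.7% against 41.5%, and the set by the authors' FDR, chosen after seeing the data, gave a mean 8.63 points higher. Among EI and ES introns it names the 5′ sites upstream of ES as the exception, and here the exception was downstream of ES. With the set by the authors' FDR, chosen after seeing the data, the upstream sites passed as well, with a score 0.228 above the reference. It states weaker 3′ sites on both sides of EI and ES exons, and here they were lower upstream of ES alone. It states longer introns of lower GC content beside EI and ES exons, and beside ES exons the introns were shorter here, with a GC content of 44.1% upstream. No setting run here gave longer introns with a test past the threshold beside ES exons. DVL3 and SKA3, called by the paper's RT-PCR panels, passed with the FDR of the authors' deposited table (0.000777 and 0.000156) and not in the quasi-binomial test of all events (0.0509 and 0.154). With a mean of at least 10 or 50 reads required, DVL3 passed the quasi-binomial test too, with FDRs of 0.0437 and 0.0250. The matched exon of AURKB passed in neither. Another AURKB exon of the same length, chosen after its values were seen, passed with the authors' deposited FDR alone (0.00652). The paper states splicing changes of BIRC5, AURKB, CENPA and BRCA1. No SE or RI event examined in these genes passed the quasi-binomial test, and their MXE, A5SS and A3SS events were not examined. The authors' deposited FDR calls that AURKB exon, a BIRC5 exon (0.000541) and a BIRC5 intron (0.0116). ARAP2, ATG16L1 and CLASP1, matched 1 base from the panel length after seeing the data, passed with the authors' FDR alone, and MAP4K2 and SIK3 passed with it and with the rarer-form dispersion.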

Other observations

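The tests of ES introns against exons of the same reads, of unchanged RI introns and of the EGFP siRNA libraries were chosen only after the results were seen, and the other tests in this part were set beforehand.

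RI had the highest share of changed events, and a higher read number on RI events could have given it. The median RI event had 64 reads per library and the median SE event 88.8. After each other type was reweighted to the reads of RI events, the highest share among the other 4 was 1.29%. It lay below the 3.26% of RI (interval 2.73 to 3.88), which argues against the total reads of an event as the cause. The split of the reads between inclusion and skipping form was not matched. In data simulated with the same dispersion, 62.0% of changed whole-cell RI events and 31.0% of SE events were recovered, so that unequal power stays open. Differences in the rMATS annotation of the types stay open, and no biological explanation was tested.

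A change in intron inclusion may come from spliced RNA alone. Scaled inclusion reads of the 70 DII events fell, with a median log2 change of -0.80, and in 59 of them moved with the set. Those of the 51 III events rose, with a median of 0.66, and in 42 of them moved with the set. Skipping reads moved the other way, by 0.73 and -0.85. The intron-containing RNA therefore changed too. This holds for events chosen by their change in level, and whether splicing or decay changed was not tested.

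The shorter length of III and DII introns may reflect which introns are annotated as retained. Unchanged RI events had a median intron length of 253.5 nt, below the 567.5 nt of III and 668 nt of DII. Neither set was shorter than unchanged RI introns. No biological explanation was tested.

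EI exons were short, with a median of 80 nt against 115 nt, and 10.7% were at most 30 nt long against 1.35% in the reference (p = 1e-05 for both from the permutation test, the smallest it can give, adjusted p = 6e-05 over 12 tests). Against unchanged exons with the same reads, which had a median of 120 nt, the EI exons were shorter too (permutation p = 1e-05, adjusted p = 6e-05). That comparison had been set to test whether longer exons are picked because they collect more inclusion reads, which would give longer and not shorter exons, so it does not bear on why EI exons were short, and this stays open. The share with a length that is a multiple of 3 was 52.2% against 40.6% (p = 0.00167 from the permutation test, adjusted p = 0.00401). ES exons had a median of 121 nt and were not distinguishable from the reference in length (permutation p = 0.0765, adjusted p = 0.131). The mean length of EI exons went the other way, 256 nt against 146 nt, so that the shift concerns the ranks and not each exon. No biological explanation was tested.

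The paper refers to reported binding of CHERP to adenine-rich exon sequences and proposes that it takes part in the regulation of EI and ES. The mean adenine content was 30.0% in EI exons against 28.3% in unchanged exons (permutation p = 0.0016, adjusted p = 0.00401 over 12 tests), and against unchanged exons with the same reads the adjusted p was 0.104. Among A and T bases, the share of A was 54.6% in EI exons and 53.9% in ES exons against 53.5% in unchanged exons (permutation p = 0.115 and 0.518, adjusted p = 0.153 and 0.565). An enrichment of adenine beyond low GC content was therefore not detected, and with 178 EI and 174 ES exons a small one is not excluded.

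The introns beside ES exons were shorter than the reference. Against unchanged exons with the same reads, the upstream ES introns stayed shorter, 1424 against 2574.5 nt (permutation p = 4e-05, adjusted p = 0.000107 over 8 tests), which argues against read number as the cause. The EI introns stayed longer, 3600.5 against 2448.5 nt (permutation p = 0.00067, adjusted p = 0.000893). No biological explanation was tested.

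The authors' deposited FDR called several times as many events as the quasi-binomial test, and calls on few reads may explain part of it. Of the RI and SE events called in the deposited table alone, 28.1% had a mean under 20 reads per library, so few reads cannot explain most of them. Among all deposited events, 21.3% of SE and 24.4% of RI had as few. Of the events called in the deposited table alone, 56.6% for SE and 57.4% for RI had an unadjusted p under 0.05 in the quasi-binomial test.

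The EGFP siRNA libraries of whole cells differed at single introns such as PODXL, DVL3 and SLC25A3. More unspliced RNA in 1 library across genes could cause this. Of 2810 RI events, the second library had the higher inclusion level in 1439, the first in 1219, and 152 were equal. The second was thus higher in 54.1% of the events that differed, with a median difference of 0.000616, which argues against a shift across genes as the whole cause and leaves room for a small one. Differences at single introns stay open, and no biological explanation was tested.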
